# Genome-wide transcriptional regulation of estrogen receptor targets in fallopian tube cells and the role of selective estrogen receptor modulators

**DOI:** 10.1186/s13048-016-0213-3

**Published:** 2016-02-15

**Authors:** Georgette Moyle-Heyrman, Matthew J. Schipma, Matthew Dean, David A. Davis, Joanna E. Burdette

**Keywords:** Estrogen, Fallopian tube epithelium, High-grade serous cancer, Ovarian cancer, Selective estrogen receptor modulators

## Abstract

**Background:**

The fallopian tube epithelium is one of the potential sources of high-grade serous ovarian cancer (HGSC). The use of estrogen only hormone replacement therapy increases ovarian cancer (OVCA) risk. Despite estrogen’s influence in OVCA, selective estrogen receptor modulators (SERMs) typically demonstrate only a 20 % response rate. This low response could be due to a variety of factors including the loss of estrogen receptor signaling or the role of estrogen in different potential cell types of origin. The response of fallopian tube epithelium to SERMs is not known, and would be useful when determining therapeutic options for tumors arising from this cell type, such as HGSC.

**Results:**

Using normal murine derived oviductal epithelial cells (mouse equivalent to the fallopian tube) estrogen receptor expression was confirmed and interaction with its ligand, estradiol, triggered mRNA and protein induction of progesterone receptor (PR). The SERMs 4-hydroxytamoxifen, raloxifene and desmethylarzoxifene, functioned as estrogen receptor antagonists in oviductal cells. Cellular proliferation and migration assays suggested that estradiol does not significantly impact cellular migration and increased proliferation. Further, using RNAseq, the oviduct specific transcriptional genes targets of ER when stimulated by estradiol and 4-hydroxytamoxifen signaling were determined and validated. The RNA-seq revealed enrichment in proliferation, anti-apoptosis, calcium signaling and steroid signaling processes. Finally, the ER and PR receptor status of a panel of HGSC cell lines was investigated including Kuramochi, OVSAHO, OVKATE, OVCAR3, and OVCAR4. OVSAHO demonstrated receptor expression and response, which highlights the need for additional models of ovarian cancer that are estrogen responsive.

**Conclusions:**

Overall, the fallopian tube has specific gene targets of estrogen receptor and demonstrates a tissue specific response to SERMs consistent with antagonistic action.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13048-016-0213-3) contains supplementary material, which is available to authorized users.

## Background

Ovarian cancer (OVCA) is the most lethal gynecological malignancy and fifth leading cause of cancer-related death in women [1]. The fallopian tube epithelium (referred to as oviduct epithelium in all species except primates) is one of the likely progenitor cell types for the most common and deadly OVCA histotype, high-grade serous cancer (HGSC) with the alternative cellular source being the ovarian surface epithelium (OSE) [2]. Morphological, immunological, and gene expression analysis of HGSC tumors, suggest a close relationship to fallopian tube epithelium rather than OSE [3, 4]. Precursor lesions, termed the p53 signature, have been identified in the fimbriated end of the fallopian tube [5]. In cases of HGSC, these p53 signatures in the fallopian tube had the same mutation as their corresponding ovarian carcinoma [5]. Additional precursor lesions termed serous tubal intraepithelial carcinomas (STICs) have been identified in the fallopian tubes (but not ovaries) of women undergoing risk-reducing salpingo-oophorectomy, particularly in women with *BRCA*1/2 mutations [6]. Furthermore, mouse models of HGSC have been produced by inducing BRCA, PTEN, and p53 mutation in the oviductal epithelium [7].

Risk factors for non-heritable OVCA include null parity, infertility, the number of lifetime ovulations and the use of estrogen only-hormone replacement therapy [8]. Estrogen is a steroid hormone that functions in multiple tissues in the body, including the fallopian tube epithelium. While the reproductive role of estrogen in the fallopian tube is to facilitate movement and maturation of eggs, sperm and fertilized embryos between the ovary and uterus [9], the function in terms of tumor initiation and progression is not clear. Estrogen signals in the cell through three main receptors. Estrogen receptor α (ERα) and ERβ are ligand activated transcription factors [10]. G protein coupled receptor (GPER) is a membrane bound factor that signals through a non-genomic mechanism [11]. Given the recent findings suggesting that OVCA is increased by hormone replacement therapy containing estrogen and the fallopian tube may be the source of HGSC, the estrogen receptor targets in the fallopian tube should be defined [12].

ERα and a gene target of estrogen signaling, progesterone receptor (PR), are prognostic biomarkers in OVCA [13]. ERα is expressed in 80 % of HGSC, but PR is expressed in only 31 % [13]. Successful treatment of OVCA with selective estrogen receptor modulators (SERM) therapy has been limited [14]. SERMs are ER ligands that function as either agonists or antagonists in a cell type specific manner [15]. Given that HGSC may arise from the fallopian tube, understanding the response of normal fallopian tube epithelium to estrogen and SERMS is important for understanding the implications of SERM therapy on OVCA risk.

Murine oviduct epithelial (MOE) cells were utilized to investigate estrogen signaling in a putative HGSC precursor. MOE cells are estrogen responsive and the SERMs 4-hydroxytamoxifen (4OHT), raloxifene (RAL) and desmethylarzoxifene (DMA) antagonize 17-βestradiol (E_2_) in this cell type. The MOE specific transcriptional targets of estrogen signaling were determined by RNAseq. Finally, the receptor status for ERα, ERβ and PR was determined in a panel of HGSC cell lines. Our results highlight the need to consider the E_2_ response of putative progenitor cell populations of HGSC to investigate estrogen’s role in initiation and progression of OVCA. The occurrence and survival rates for OVCA have not improved in over 40 years emphasizing the necessity for better understanding and effectively treating or preventing this deadly disease. This study demonstrates that estrogen receptor activates unique oviduct-specific targets that may provide new targets for preventing or treating fallopian tube derived tumors.

## Methods

### Cell culture

MOE and MOSE cells (passages 7-25) were cultured as previously described [16, 17]. For experiments investigating E_2_ and SERM response, cells were cultured at least 48 h in “stripped media” consisting of phenol red free α-modified Eagle’s medium (Life Technologies, Carlsbad, CA) supplemented with 10 % v/v charcoal stripped fetal bovine serum (FBS) (Life Technologies) [18], 1 mg/mL gentamycin (Mediatech, Manassas, VA), 2 mM L-glutamine (Life Technologies), 100 U/mL penicillin and 50 μg/mL streptomycin (Roche, Indianapolis, IN) prior to treatments. KURAMOCHI (passages 15-25), OVSAHO (passages 45-60) and OVKATE (passages 45-60) cell lines were purchased from the JCRB Cell bank and maintained in RPMI1640 (Mediatech) supplemented with 10 % FBS,100 U/mL penicillin and 50 μg/mL streptomycin. OVSAHO were cultured for 48 hours (h) prior to treatment and treated in phenol-red free RPMI1640 (Life Technologies) supplemented with 10 % charcoal stripped FBS, 100 U/mL penicillin and 50 μg/mL streptomycin. OVCAR4 (passages 15-30) were acquired from the National Cancer Institute Division of Cancer Treatment and Diagnosis Tumor Repository and maintained in the same media as KURAMOCHI plus 1 % ι-glutamine. SKOV3 (passages 10-30) and OVCAR3 (passages 3-30) cell lines were acquired from ATCC (Manassas, VA). SKOV3 were cultured in McCoy’s 5A supplemented with 2.3 g/L sodium carbonate, 10 % FBS, 100 U/mL penicillin and 50 μg/mL streptomycin. OVCAR3 were maintained in minimum essential media supplemented with 20 % FBS, 1 % ι-glutamine, 1 % non-essential amino acids, 1 % sodium pyruvate, 100 U/mL penicillin and 50 μg/mL streptomycin. Cell lines were authenticated by STR analysis at DDC Medical (murine) or UIC DNA Services Facility (human).

### Western blotting

Cells were plated at a density of 10-30 × 10^4^ cells per well in a 6-well dish in stripped media. Twenty-four hours post plating cells were washed with PBS and the media was replenished. After another 24 h, cells were washed with PBS and treated with DMSO (0.1 %) or compounds for indicated times.

Following treatment, cells were washed with PBS then harvested on ice in RIPA buffer (50 mM Tris, pH 7.6, 150 mM NaCl, 1 % v/v Triton X-100, 0.1 % w/v sodium dodecyl sulfate) and frozen at -80 °C. Lysates were centrifuged at 14,000 rpm for 5 min and clarified samples were quantified by BCA (Pierce, Rockford, IL), separated by SDS PAGE (8 %) at 100 V for 2.5 h then transferred for 2 h at 25 V to nitrocellulose (GE Healthcare Bio-Sciences, Pittsburgh, PA). Blots were blocked in 5 % milk TBS-T (Tris Buffered Saline-Tween 20) for 1 h at room temperature (RT) followed by overnight incubation at 4 °C in primary antibodies: Anti-ERα (1:300, MC-20 or 1:200 HC-20, Santa Cruz, Dallas, TX), Anti-PR (1:500 H-190, Santa Cruz), Anti-actin (1:1000, Sigma-Aldrich). Following 3 washes in TBS-T, blots were incubated in Anti-rabbit horseradish peroxidase-conjugated secondary (1:1000, Cell Signaling, Cambridge, MA) for 30 min at RT. After secondary, blots were washed 3X in TBS-T then bands were imaged using SuperSignal West Femto Chemiluminescent Substrate (Pierce) on a FluorChem E Imager (ProteinSimple, Santa Clara, CA). Densitometry was performed using Protein Simple software.

### qPCR

Cells were treated as described for Western blots, then harvested in 500 μL of Trizol Reagent (Life Technologies) and frozen at -80 until processed according to manufacturer’s protocol. Purified RNA was treated with DNAseI (New England Biolabs, Ipswich, MA) for 10 min, followed by heat inactivation. 1 μg of purified RNA was reverse transcribed using Revertaid Reverse Transcriptase (Thermo Fisher Scientific, Waltham, MA) in the presence of Ribolock RNAse Inhibitor (Thermo Fisher Scientific). Expression was monitored using Faststart Universal Sybr Green (Rox) (Roche) using protocol: 10 min at 94 °C, 40 cycles of 10 sec at 94 °C, 30 sec at 60 °C followed by a melt curve. Primers listed in Additional file 1: Table S1.

### Immunofluorescence

MOE cells were cultured in charcoal stripped media for 72 h and then plated (50,000 per well) onto Millicell EZ slides (Millipore, Billerica, MA). The next day the cells were fixed with 4 % paraformaldehyde and probed with primary antibody against estrogen receptor α (1:200, MC-20, Santa Cruz) with 10 % goat serum. Slides washed and probed with secondary antibody (AlexaFluro 594 A11037, Life Technologies) before mounting with DAPI containing mounting media (H-1500, Vector Laboratories, Burlingame, CA). Images were captured with a Nikon Eclipse E600 microscope at 40x.

### Proliferation assay

Cells were cultured in stripped media for 72 h followed by passaging and plating of 1,000 cells/well in a 96 well plate. Twenty-four hours post plating, cells were treated with solvent or compounds for 72 h then fixed with 20 % w/v Trichloroacetic acid for 24 h at 4 °C and processed for sulforhodamine B colorimetric assay as described [19]. Absorbance at 505 nm was measured using a BioTek Synergy MX microplate reader (BioTek, Winooski, VT).

### Wound healing assay

Cells were cultured for 72 h as described in the proliferation assay, followed by passaging and plating of 6×10^4^ per well in a 24 well plate. Twenty-four hours post plating a pipette tip induced a scratch across the monolayer of cells. Images of the wound were taken at time zero and 24 h post scratch. The percent closure of the wound was calculated as the area of the scratch at 24 h post scratch divided by the area of the scratch at time zero using ImageJ (National Institutes of Health).

### Luciferase assay

SKOV3 cells were trypsinized and plated in 24-well plate (3.5 × 10^4^ cells/ well) in stripped media. Incubation of cells with pERE-luciferase plasmid (100 ng/well) [20], RSV-β-galactosidase (100 ng/well, [21], and TransIT LT1 transfection reagent (1 μL per well, Mirus Bio, Madison, WI) was performed overnight in fresh media then treated for 24 h. Luciferase production and β-galactosidase activity (for transfection normalization) were measured as described previously [21].

### RNAseq library construction and sequencing

Cells were treated as described in qPCR assay, followed by RNA isolation using Qiagen Qiashredder column, on column DNAse treatment and Qiagen RNAeasy spin columns (Qiagen, Valencia, CA). Library construction and sequencing were performed at the Genomics Core facility at the University of Chicago. RNA quality and quantity were determined with the Agilent Bioanalyzer 2100, with RNA integrity numbers (RIN) of 10 and quantities of 100 ng or more per sample. Samples were enriched for mRNA using oligo-dT columns. Directional 50 bp single-end mRNA libraries were prepared using Illumina TruSeq mRNA Sample Preparation Kits per manufacturer’s instructions. Briefly, polyadenylated mRNAs were captured from total RNA using oligo-dT selection. Next, samples were converted to cDNA by reverse transcription, and each sample was ligated to Illumina sequencing adapters containing unique barcode sequences. Barcoded samples were then amplified by PCR and the resulting cDNA libraries quantified using qPCR. Finally, equimolar concentrations of each cDNA library were pooled and sequenced on the Illumina HiSeq2500.

### Transcriptome analysis

The quality of DNA reads, in fastq format, was evaluated using FastQC. Adapters were removed and reads of poor quality filtered. The data was processed largely following the procedure described in [22]. Briefly, reads were aligned to the *Mus musculus* genome (mm10) using TopHat (v2.0.8b). Subsequently, aligned reads, in conjunction with a gene annotation file for mm10 obtained from the UCSC website, were used to determine the expression of known genes using Cufflinks (v2.1.1). Individual transcript files generated by Cufflinks for each sample were merged into a single gene annotation file, which was then used to perform a differential expression analysis with the Cufflinks routine, cuffdiff. Differential expression was determined by cuffdiff using the procedure described in Trapnell et al [22], using an FDR cutoff value of 0.05. Results of the differential expression analysis were processed with cummeRbund. Differentially expressed genes were separated into upregulated and downregulated lists. A pathway analysis was performed on both gene lists using GeneCoDis [23–25] to identify pathways enriched with genes that were upregulated and downregulated.

### Statistical analysis

Data shown are represented as the mean of at least three experiments, with errors bars representing the standard error. Statistical analysis was conducted with GraphPad Prism (GraphPad, La Jolla, CA) using one-way ANOVA with a Tukey’s post hoc test.

## Results

### Putative OVCA progenitor cell type estrogen responsive

The fallopian tube (oviduct in the mouse) epithelium is likely one of the sources of HGSC. To investigate the role of estrogen signaling in this precursor cell type of HGSC, we evaluated the response of murine oviductal epithelium (MOE) cells derived from CD1 and FVB murine backgrounds subjected to 17-beta-estradiol (E_2_) treatment (Fig. 1a, b). CD1 MOE cells are a polyclonal cell line consisting of both secretory and ciliated oviductal epithelial cells [16]. The FVB MOE cells are monoclonal, comprised exclusively of secretory oviductal epithelial cells [17]. The disappearance of ERα via proteasome–mediated proteolysis [26], and upregulation of the canonical ER regulated target progesterone receptor (PRA and PRB, two isoforms encoded by the *Pgr* gene) were monitored for E_2_ responsiveness via Western blot analysis. Immunofluorescence revealed that 100 % of FVB MOE cells expressed ERα (Fig. 1e). MOE cell lines demonstrated robust E_2_ responsiveness for these endpoints.

**Fig. 1:**
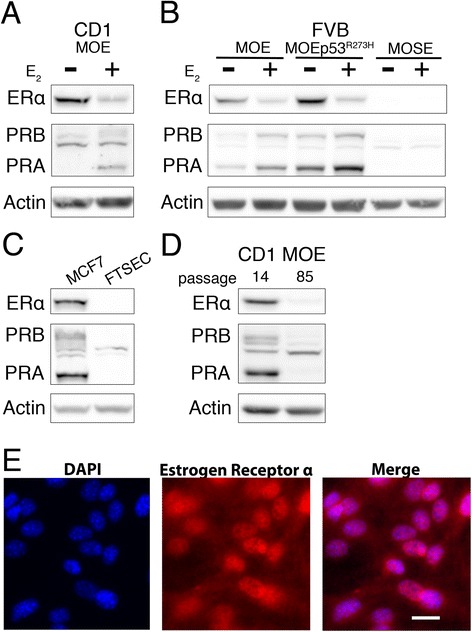
Receptor status and estrogen responsiveness monitored by Western blot analysis. **a** Analysis of ERα and PR expression in response to 24 h 17β-estradiol (1nM, E_2_) treatment in CD1 MOE cells or (**b**) FVB MOE and MOSE cells. **c** Western blot analysis of human fallopian tube secretory epithelial cells (FTSEC) and receptor positive MCF7 breast cancer cells. **d** Receptor protein levels of early passage (P14) and late passage (P85) Cd1 MOE cells. **e** Immunofluorescence in FVB MOE cells for ERα and DAPI counterstain. Scale bar = 20 μm

HGSC is a heterogeneous disease, the only common alteration (<96 % of cases) being a mutation in the *Tp53* gene [27]. Intriguingly, FVB MOE cells stably transfected with a plasmid encoding the human *Tp53* gene mutated at R273H [17] expressed elevated protein levels of both ERα and PRA/PRB (Fig. 1b), although the transcriptional strength of PR induction by E_2_ was not significantly different than observed in wildtype MOE FVB cells (Additional file 2: Figure S1a-c).

A human fallopian tube secretory epithelial cell (FTSEC) line [28] did not express detectable ERα and PR, precluding study of E_2_ responsiveness in human cells (Fig. 1c), although transient transfection of a plasmid encoding ERα did recover the ability for E_2_ to induce transcription of *Pgr* (data not shown). Continuous culturing of the CD1 MOE cell line resulted in a decrease of the receptors (Fig. 1d) suggesting growth on plastic is capable of inducing receptor loss. These results were similar to a baboon FTSEC that also lost receptor in culture that could be reactivated [20].

The E_2_ responsiveness of the classically studied OVCA precursor, the ovarian surface epithelium (OSE) was also investigated. A murine ovarian surface epithelium (MOSE) cell line from the FVB background [16], expressed much less ERα and PRA/PRB compared to the MOE cell lines, and further PRA/PRB levels were not altered by E_2_ treatment (Fig. 1b). OSE are known to express the receptors in vivo [29], once again indicating culturing on tissue culture plastic could lead to receptor depletion. Attempts to enhance receptor expression and E_2_ responsiveness of MOSE cells using an HDAC inhibitor (HD13) [30] or the demethyltransferase inhibitor, 5-azacytidine were unsuccessful (Additional file 2: Figure S1d and data not shown).

### SERMs antagonize E_2_ in MOE

Women at high risk for breast cancer and OVCA, having a mutation in either BRCA1 or BRCA2 genes, may prophylactically take selective estrogen receptor modulators (SERMs), such as 4-hydroxytamoxifen (4OHT), to decrease their risk of developing breast cancer [31]. SERM action as an ER agonist or antagonist is cell type specific and the effect on ER and the response of the fallopian tube epithelium in terms of cancer biology to SERMs is not well documented. MOE cells were used to elucidate whether the SERMs 4OHT, raloxifene (RAL) and desmethylarzoxifene (DMA), function as ER antagonists or agonists. QPCR analysis of the genes *Pgr* and *Greb1*, revealed significant (*p* < 0.001) induction in response to E_2_ in both CD1 and FVB MOE cells (Fig. 2a, b and Additional file 3: Figure S2a,b). All SERMs tested did not significantly activate *Pgr* or *Greb1* compared to the DMSO but did significantly (*p* < 0.001) antagonize E_2_ dependent induction in both MOE cell lines (Fig. 2a, b and Additional file 3: Figure S2a,b). Western blot analysis of CD1 MOE treated with E_2_ and SERMs revealed significant (*P* < 0.001) PR induction and disappearance of ERα in response to E_2_ treatment (Fig. 2c, d, e). These findings indicate that the SERMs antagonize E_2_ in oviduct epithelial cells.

**Fig. 2:**
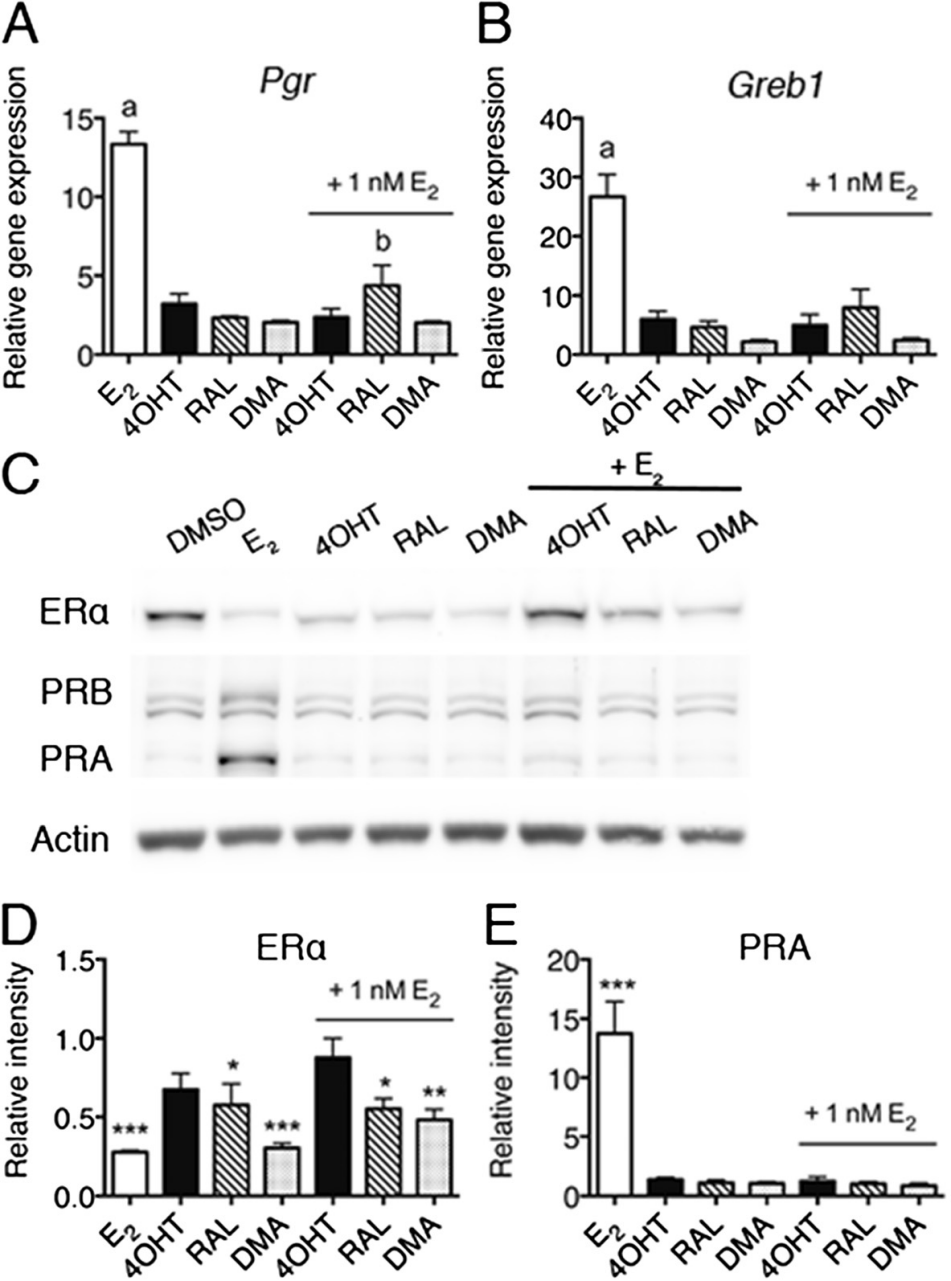
SERMs antagonize E_2_ in CD1 MOE. **a**, **b** qPCR analysis of (**a**) *Pgr* and (**b**) *Greb1* induction in response to 48 h hormone starvation and 24 h treatment with DMSO, 1 nM E_2_ or 100 nM SERMs. “a” indicates significant difference compared to all treatments (*p* < 0.001) and “b” is significantly different than DMSO control treatment (*p* < 0.01). **c** Western blot analysis of CD1 MOE treated for 24 h with 1 nM E_2_ and 100 nM SERMs and the combination. **d**, **e** Densitometry of ERα and PRA bands relative to solvent treated cells normalized to actin. ERα is significantly lower in E_2_, RAL and DMA treated cells, while 4OHT does not result in ERα degradation. PR is significantly upregulated in E_2_ treated cells compared to all conditions. Significance determined by one-way ANOVA followed by Tukey’s post hoc test where * indicates *p* < 0.05, ** indicates *p* < 0.01, *** indicates *p* < 0.001

E_2_ increases the growth rate in a subset of ER positive OVCA cell lines [32, 33]. The reported functional response of fallopian tube epithelial cells to estrogen signaling involves triggering the differentiation of epithelial cells, protein secretion, and regulation of cilia beating [34]. In vivo proliferation rates have not been reported to change due to ovulation, which has high levels of estrogen in the follicular phase of the cycle. To evaluate the functional response of MOE cells to E_2_ and SERMs, a proliferation assay was employed. Following 72-hour treatment, a small but significant (*p* < 0.05) proliferation increase was observed in the presence of E_2_ but not SERMs in CD1 MOE cells (Fig. 3a). This E_2_ dependent proliferative increase was blocked by all the SERMs tested. No E_2_ dependent growth increase was observed in the FVB MOEs suggesting a strain specific E_2_ responsiveness (Additional file 3: Figure S2b).

**Fig. 3:**
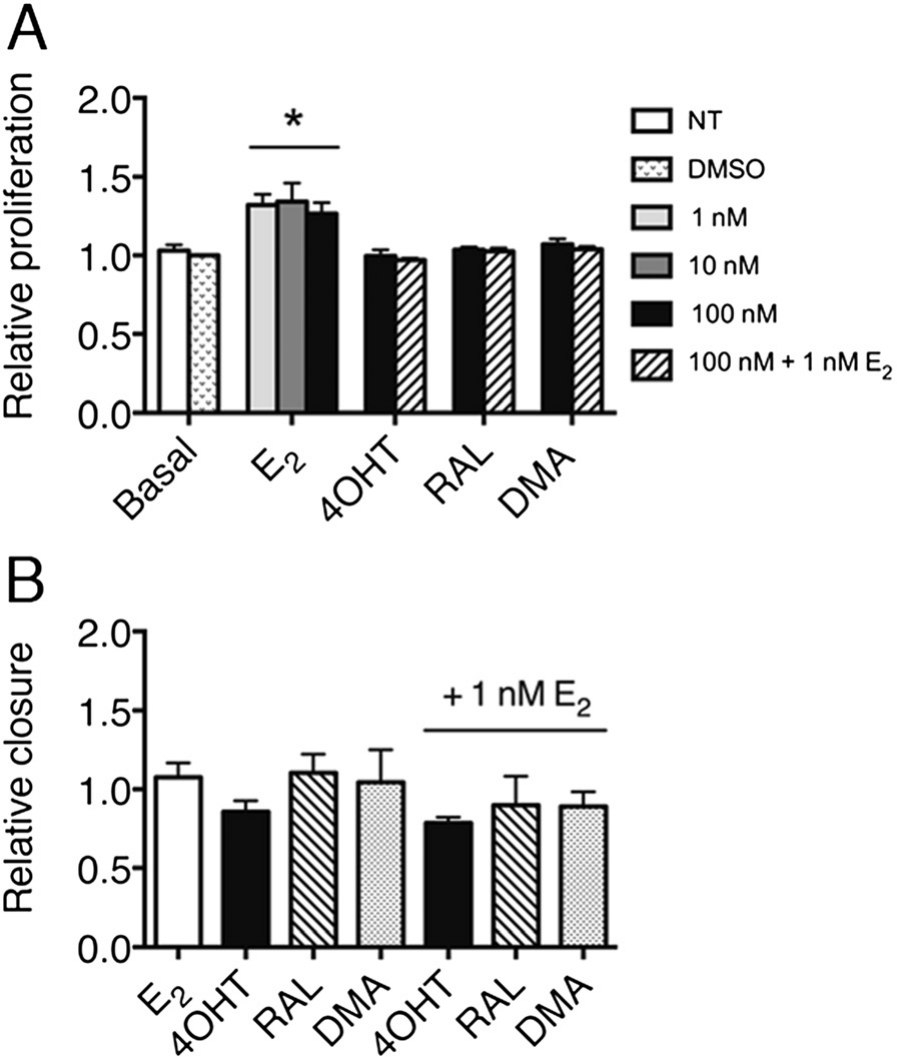
Functional response of CD1 MOE to E_2_ signaling (**a**) Relative growth of CD1 MOE following 72-hour hormone starvation and 72-hour treatment with DMSO, 1 nM E_2_, 100 nM SERMS and the combination as monitored by SRB assay. * indicates significant difference from all other treatments (*p* < 0.05). **b** Relative migration of CD1 MOE cells following 72-hour hormone starvation and 24-hour treatment (wound initiated at time of treatment) with DMSO, 1 nM E_2_ or 100 nM SERMs

To determine if E_2_ and SERMs alters the migration of MOE cells, a wound-healing assay was utilized. No difference in migration was observed for either MOE cell line (Fig. 3b and Additional file 3: Figure S2c), suggesting E_2_ does not enhance the migration of normal oviductal epithelial cells.

### RNAseq of MOE cells

The particular set of genes regulated by E_2_ is cell type specific [15]. A number of E_2_-regulated genes in breast cancer cell lines were not altered by E_2_ treatment in MOE cells, for example *Nrip1* (Additional file 3: Figure S2e) [35]. 

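RNA was sequenced from FVB MOE cells, a clonal line of secretory mouse oviductal epithelial cells, in 3 samples of each of 3 conditions. The cells were hormone starved for 48 h and then treated for 24 h with the solvent DMSO, with 1 nM E2 or with 100 nM 4OHT, the active metabolite of tamoxifen. The authors trimmed the reads, aligned them to mm10 with TopHat and estimated the expression of known genes with Cufflinks from a UCSC annotation. The values they deposited are FPKM (fragments per kilobase of transcript, scaled to the mapped fragments of the sample), with 23332 gene rows in each of 9 samples. The test here used log2(FPKM + 1) and the 11339 gene rows with an FPKM of at least 1 in at least 3 samples. All 9 samples entered one limma fit with a trend of the variance on expression, and p-values were adjusted by the Benjamini-Hochberg method. A log2 fold change from this fit is smaller than the ratio of the FPKM wherever a gene is near 1 FPKM, because 1 is added first. Where a value is named a log2 ratio of mean FPKM, nothing was added. The sample labels number the replicates 1 to 3 in each condition. Samples with the same number deviated together from their condition means, with a mean correlation across the 11339 genes of 0.16, and of 0.69 over the 11094 tested genes with no FPKM of exactly 0. The means for samples with different numbers, -0.08 and -0.33, add nothing to this, since the deviations of 3 samples from their mean sum to 0. The fit was therefore also made with the replicate number as a block, a pairing that is taken from the labels and that the paper's text does not use. Exact zeros occurred in genes that were well expressed in the other samples: 266 genes with a median nonzero FPKM of at least 5 were listed at 0 in 1 or more samples.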

To identify E_2_ regulated genes in the oviduct epithelia, RNAseq was performed on FVB MOE cells treated for 24 h with solvent (DMSO), 1 nM E_2_ or 100 nM 4OHT in triplicate. The FVB MOE cell line was utilized for two reasons. First, HGSC is thought to arise from the secretory cells of the fallopian tube. The FVB MOE line is a monoclonal cell line of exclusively secretory cells [17]. Second, the cell model was chosen instead of primary oviduct culture since primary cells would have contaminating ciliated and underlying stromal cells that could confound the results [36]. Over 438 million reads between the 9 samples (between 40-60 million per sample) were sequenced using Illumina HiSeq2500 platform (Additional file 1: Table S2).

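According to the paper's Table S2, between 41.1 and 59.5 M reads per sample remained after trimming, and 438.2 M over the 9 samples. The median was 52.6 M reads for DMSO, 48.0 M for E2 and 45.0 M for 4OHT. Each of the 4OHT samples (41.1 to 46.2 M) had fewer reads than each of the DMSO samples (49.3 to 59.5 M), so that depth and treatment cannot be told apart in that contrast. FPKM are scaled to the mapped reads of each sample. Between 11037 and 11175 gene rows per sample had an FPKM of at least 1, and the FPKM of a sample summed to between 522517 and 588640. Counts are not used here. The reads behind a gene can be approximated from its FPKM, the longest annotated transcript and the trimmed reads. For *Csf2* this gives 15 to 42 reads in the DMSO samples and 248 to 282 in the E2 samples, and for *Sgk1* 6000 to 7993 and 16125 to 18708.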

Analysis of the dataset identified 314 gene targets differentially expressed (287 upregulated and 28 downregulated, FDR adjusted *p*-value < 0.05) in response to E_2_ compared to DMSO treated MOE cells. 

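Between E2 and DMSO, 58 of the 11339 tested genes had an adjusted p under 0.05, of which 56 were higher and 2 were lower in E2 (limma with Benjamini-Hochberg adjustment, n = 3 samples per condition). The median size of the log2 fold change among the 58 genes was 0.72 and the smallest was 0.29. At an unadjusted p under 0.05 there were 1237 genes. With the replicate number as a block, 1702 genes had an adjusted p under 0.05, of which 1177 were higher and 525 were lower. The median size of their log2 fold change was 0.26. This pairing is taken from the labels, and same-numbered samples deviated together with a mean correlation of 0.16, and of 0.69 over the genes without an exact 0. Of the other settings, the block with a correction for GC content and transcript length moved the count most, to 2167 genes. With each sample left out in turn, without the block, the count ranged from 8 to 50 genes. On simulated data with 200 genes changed by 1.5 on the log2 scale, the fit without the block found 190 of them with 2 false calls. The fit with the block found 195 with 5 false calls. The simulated changes lay in better expressed genes and were larger than the medians of 0.72 and 0.26 above. Replicate effects were built into the simulated data. The simulation therefore cannot show how many smaller changes either fit misses, and it does not test the pairing. The largest increases were sought among genes with an adjusted p under 0.05, the same direction in all 3 replicate pairs and no mention in the paper. They were those of *Ceacam1* (log2 fold change 1.70, standard error 0.22, adjusted p = 0.0236), *Lpl* (1.51), *Krt7* (1.45), *Slco4a1* (1.42) and *Fos* (1.28). *Ceacam1* has a neighbouring paralog, *Ceacam2*, with which the quantification could have shared reads. The 2 lower genes were *Lmcd1* (log2 fold change -0.56, standard error 0.084, adjusted p = 0.0444) and *Pdk4* (log2 fold change -0.54, standard error 0.067, adjusted p = 0.0213). With one sample left out at a time, *Slco4a1* kept an adjusted p under 0.05 in all 9 fits, *Ceacam1* in 2, *Lpl*, *Krt7* and *Lmcd1* in 1 each and *Fos* in 0.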

The top 15 genes significantly up and down regulated are listed in Table 1 and 2, respectively. 

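All 15 genes of Table 1 were higher in E2 than in DMSO, with log2 ratios of mean FPKM from 2.28 to 4.05, and all 15 were higher in each of the 3 replicate pairs. All 15 genes of Table 2 were lower, with log2 ratios of mean FPKM from -1.73 to -0.58, and were lower in each pair. Of the Table 1 genes, 9 were expressed highly enough to be tested, and 4 of them (*Csf2*, *Bpifc*, *Padi2* and *Padi1*) had an adjusted p under 0.05. Of the Table 2 genes, 11 were tested and 1 (*Pdk4*) passed. When the labels' replicate numbers entered as a block (mean correlation of same-numbered samples 0.16, and 0.69 without genes with an exact 0), all 9 and all 11 tested genes had an adjusted p under 0.05. *Csf2*, which encodes a colony stimulating factor, lies on chromosome 11 of mm10 from 54247271 to 54249667. Its FPKM was 0.718 ± 0.356 (SD, n = 3) in DMSO, 7.03 ± 1.25 (SD, n = 3) in E2 and 2.11 ± 0.991 (SD, n = 3) in 4OHT. Its log2 fold change was 2.23 (standard error 0.24, adjusted p = 0.0132 from limma with Benjamini-Hochberg adjustment), and it passed in 5 of the 9 fits that left out one sample. *Dhrs9*, on chromosome 2 from 69380445 to 69404533, had an FPKM of 1.71 ± 1.80 (SD, n = 3) in DMSO, 14.6 ± 6.58 (SD, n = 3) in E2 and 0.720 ± 0.367 (SD, n = 3) in 4OHT. With E2 its log2 fold change was 2.64 (standard error 0.47, adjusted p = 0.0759), and the adjusted p with the block was 0.00181. *Dcn*, on chromosome 10 from 97479609 to 97518143, had an FPKM of 2.31 ± 3.08 (SD, n = 3) in DMSO, 13.0 ± 7.54 (SD, n = 3) in E2 and 3.04 ± 3.06 (SD, n = 3) in 4OHT. For E2 versus DMSO the log2 fold change was 2.32 (standard error 0.77, adjusted p = 0.340), and the adjusted p with the block was 0.00321. The spread of *Dhrs9* and *Dcn* within DMSO came mostly from replicate 1, whose FPKM was 3.78 for *Dhrs9* and 5.87 for *Dcn*, against 0.878 and 0.652 in replicate 2 and 0.464 and 0.416 in replicate 3.

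**Figure D1:**
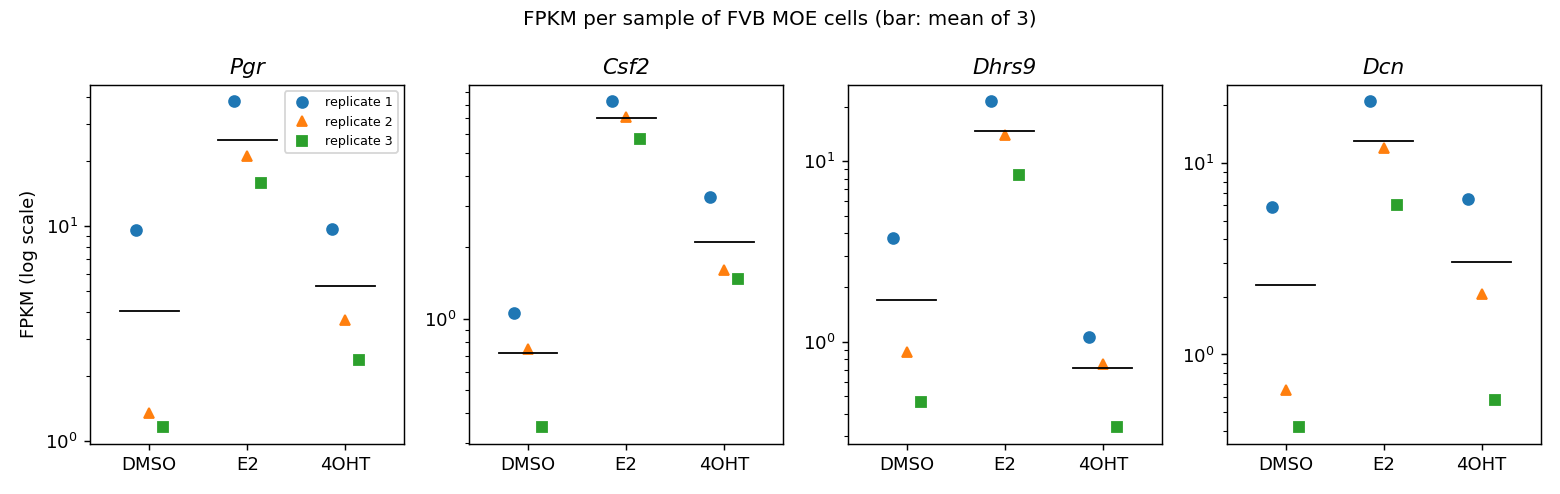
FPKM on a log axis of *Pgr*, *Csf2*, *Dhrs9* and *Dcn* in each sample by condition, with one symbol per replicate number and a bar at the mean of the 3 samples. In each of the 4 genes replicate 1 is the highest sample of its condition, and every E2 sample lies above every DMSO sample.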

Few genes were shown to be differentially expressed between DMSO and 4OHT (Additional file 1: Table S3 and Additional file 1: Table S4) and only 4 were 4OHT specific, further suggesting that 4OHT functions as an ER antagonist in this cell type. 

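Between 4OHT and DMSO, 0 of the 11339 tested genes had an adjusted p under 0.05 (limma with Benjamini-Hochberg adjustment), and the smallest adjusted p was 0.516. At an unadjusted p under 0.05 there were 313 genes. In the fit with a replicate block, whose pairing is taken from the labels (mean correlation of same-numbered samples 0.16, and 0.69 without genes with an exact 0), the count was also 0, the smallest adjusted p was 0.231 and 1480 genes had an unadjusted p under 0.05. The number of 4OHT-specific genes, those past the threshold in this contrast alone, was 0 with and without the block. It was 3 when each contrast was fitted on only its 6 samples. With each sample left out in turn, between 0 and 2 genes passed for 4OHT versus DMSO. In the settings chosen after the data were examined, between 0 and 7 genes passed. The 7 were found with exact zeros taken as missing and the replicate block. All 7 genes of Table S3 had a higher mean FPKM in 4OHT, with log2 ratios of mean FPKM from 0.50 to 1.56, and 5 of them were higher in all 3 replicate pairs. Of the 14 genes of Table S4, 13 were analysed here, 12 had a lower mean FPKM in 4OHT and 11 were lower in all 3 pairs. The exception, *Fat1*, had a log2 ratio of mean FPKM of 0.03 and was listed at 0 in DMSO replicate 2. *Lrp2*, counted among the 12, was listed at 0 in 6 of the 9 samples, and its ratio compares 1 DMSO sample of replicate 3 with 1 4OHT sample of replicate 2. *Padi2* had a log2 fold change with 4OHT of 0.68 (standard error 0.15, adjusted p = 1.00), against 1.76 (standard error 0.15, adjusted p = 0.00505) with E2. *Csf2* had a log2 fold change with 4OHT of 0.83 (standard error 0.24, adjusted p = 1.00), higher in all 3 pairs. The paper adds the small number of genes that changed with 4OHT to its qPCR, Western blot and growth data, from which it proposes ER antagonism by 4OHT. No RNAseq sample was treated with E2 and 4OHT together. These samples can therefore show how little 4OHT did alone, but not whether it blocked E2.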

274 genes targets were differentially expressed between E_2_ and 4OHT treated MOE cells. 

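Between E2 and 4OHT, 18 of the 11339 tested genes had an adjusted p under 0.05, and all 18 were higher in E2 (limma with Benjamini-Hochberg adjustment, n = 3 samples per condition). At an unadjusted p under 0.05 there were 1307 genes. With the replicate number as a block, 1840 genes passed, of which 978 were higher and 862 were lower in E2. The pairing is taken from the labels, and the mean correlation of same-numbered samples was 0.16, and 0.69 over the genes without an exact 0. With each sample left out in turn, without the block, between 0 and 23 genes passed. The largest differences were again sought among genes with an adjusted p under 0.05, the same direction in all 3 pairs and no mention in the paper. They were those of *Ceacam1* (log2 fold change 1.76, standard error 0.22, adjusted p = 0.0390), its paralog *Ceacam2* (1.16), *Npr2* (1.05), *Slco4a1* (1.01) and *Ghr* (0.68). *Npr2*, on chromosome 4 of mm10 from 43631935 to 43651244, had an FPKM of 75.0 ± 2.68 (SD, n = 3) in E2 and 35.7 ± 1.57 (SD, n = 3) in 4OHT (adjusted p = 0.0166). *Dhrs9* had a log2 fold change of 3.11 between E2 and 4OHT (standard error 0.47, adjusted p = 0.0659), and with the block the adjusted p was 0.00216.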

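Of the 58 genes that differed between E2 and DMSO, 17 also differed between E2 and 4OHT (limma with Benjamini-Hochberg adjustment). This is 29.3% of the first list and 94.4% of the 18 genes of the second, and all 17 changed in the same direction in both. Both contrasts use the same E2 samples and a common estimate of the spread, so the overlap and the shared direction are not independent evidence. With the replicate number as a block, a pairing taken from the labels (mean correlation of same-numbered samples 0.16, and 0.69 without genes with an exact 0), 1171 genes were shared, 68.8% of the 1702 and 63.6% of the 1840. The shared count without the block was 0 to 22 when one sample was left out at a time. Over the 56 genes that rose with E2, the median log2 fold change was 0.72 for E2 versus DMSO and 0.12 for 4OHT versus DMSO, and 44 of the 56 genes were higher in 4OHT than in DMSO. In replicates 1, 2 and 3 the median log2 change of these genes with 4OHT was 0.08, 0.17 and 0.13, beside 0.71, 0.74 and 0.68 with E2. The genes were chosen on the same DMSO samples that the 4OHT values are compared with. No gene is counted as 4OHT-specific in this overlap.

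**Figure D2:**
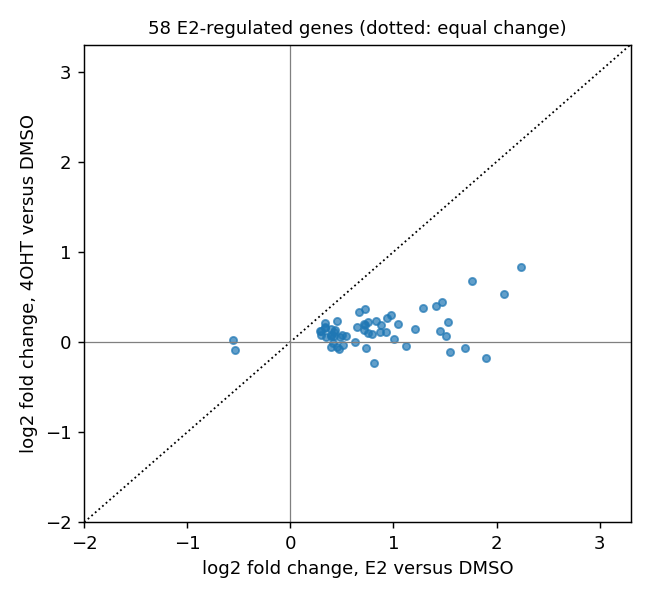
Each point is one of the 58 genes that differed between E2 and DMSO, with its log2 fold change for E2 versus DMSO on the x axis and for 4OHT versus DMSO on the y axis. The 56 genes that rose with E2 lie below the dotted line of equal change, with a median of 0.12 on the y axis.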

Figure 4a illustrates the number of regulated genes in common between each condition, highlighting a large overlap in genes differentially regulated by E_2_ compared to DMSO and 4OHT. A subset of genes, *Csf2*, *Dhrs9*, and *Dcn* were validated for response to E_2_ and 4OHT by qPCR (Fig. 4b-d).

**Table 1:** Top 15 up-regulated genes between DMSO and E_2_ treated MOE cells

Gene	Description	Log2 fold change	FDR adjusted *p*-value
*Bpifc*	BPI fold containing family C	4.01	5.31E-03
*Gbp8*	Guanylate-binding protein 8	3.36	5.31E-03
*Csf2*	Colony stimulating factor 2 (granulocyte-macrophage)	3.30	5.31E-03
*Cldn10*	Claudin 10	3.21	5.31E-03
*Ptprz1*	Protein tyrosine phosphatase, receptor type Z, polypeptide 1	3.13	5.31E-03
*Dhrs9*	Dehydrogenase/reductase (SDR family) member 9	3.10	5.31E-03
*Oit1*	Oncoprotein induced transcript 1	2.65	5.31E-03
*Wasf3*	WAS protein family, member 3	2.65	5.31E-03
*Bcas1*	Breast carcinoma amplified sequence 1	2.62	5.31E-03
*Pgr*	Progesterone receptor	2.61	5.31E-03
*Dcn*	Decorin	2.51	5.31E-03
*F5*	Coagulation factor V	2.39	5.31E-03
*Krtap1-5*	Keratin associated protein 1-5	2.33	5.31E-03
*Padi2*	Peptidyl arginine deiminase, type II	2.32	5.31E-03
*Padi1*	Peptidyl arginine deiminase, type I	2.31	5.31E-03

**Table 2:** Top 15 down-regulated genes between DMSO and E_2_ treated MOE cells

Gene	Description	Log2 fold change	FDR adjusted *p*-value
H19	H19, imprinted maternally expressed transcript	-1.65	0.02
Mep1a	Meprin 1 alpha	-1.48	0.03
Rgs8	Regulator of G-protein signaling 8	-1.35	0.05
Hhip	Hedgehog-interacting protein	-1.26	0.01
G6pc2	Glucose-6-phosphatase, catalytic, 2	-1.14	0.01
Adamts16	A disintegrin-like and metallopeptidase (reprolysin type) with thrombospondin type 1 motif, 16	-1.09	0.01
Apln	Apelin	-1.05	0.01
Cyp26a1	Cytochrome P450, family 26, subfamily a, polypeptide 1	-0.88	0.02
Upk3b	Uroplakin 3B	-0.83	0.05
Aqp1	Aquaporin 1	-0.70	0.03
Nup210	Nucleoporin 210	-0.65	0.05
Tgfbr3	Transforming growth factor, beta receptor III	-0.64	0.02
I830012O16 Rik, Ifit3	RIKEN cDNA I830012O16 gene	-0.63	0.01
Havcr1	Hepatitis A virus cellular receptor 1	-0.62	0.01
Pdk4	Pyruvate dehydrogenase kinase, isoenzyme 4	-0.62	0.01

**Fig. 4:**
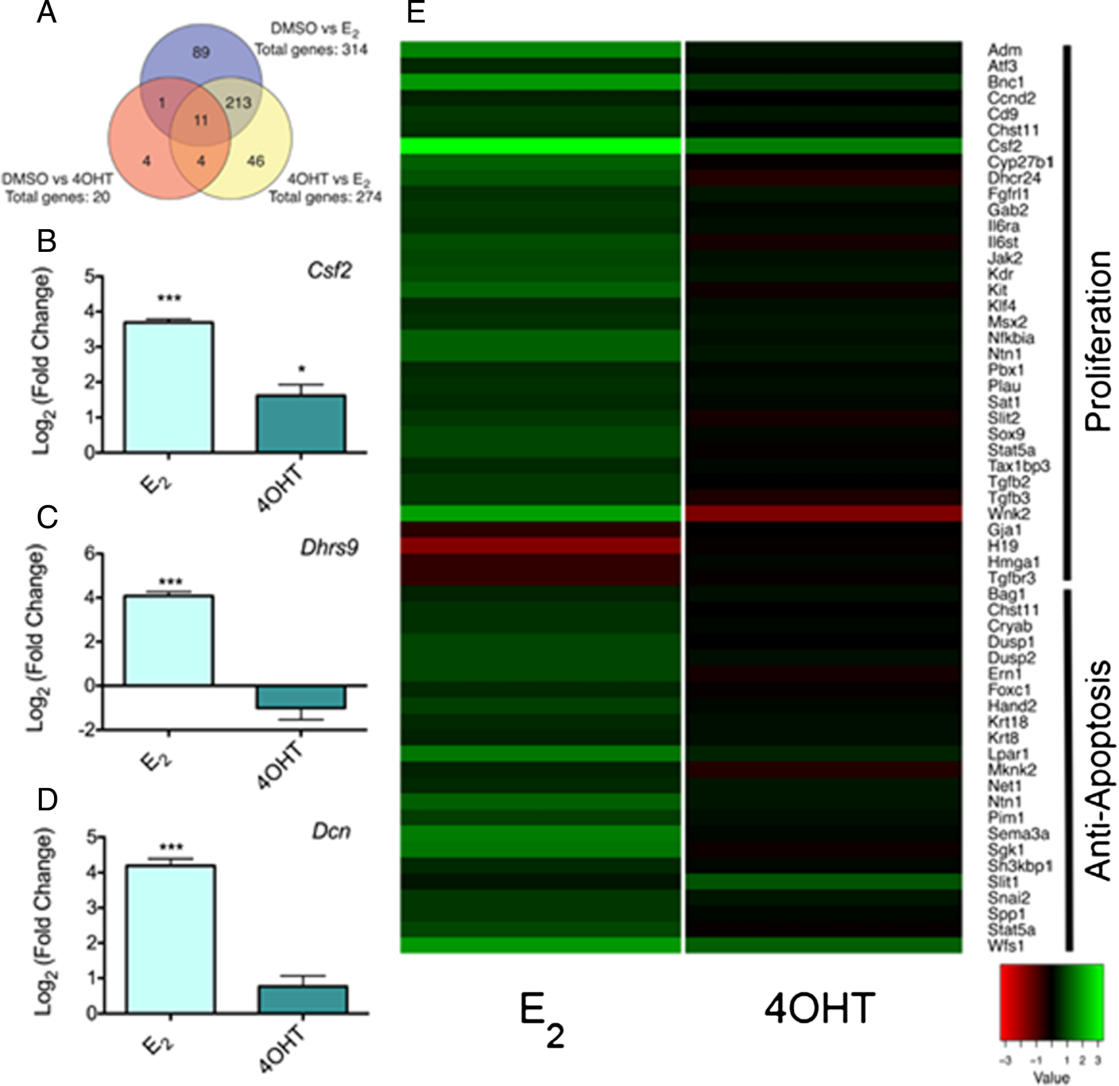
RNAseq analysis of FVB MOE secretory cells treated with E_2_ and 4OHT. **a** Venn diagram of overlap of regulated genes between conditions. **b**-**d** qPCR analysis of genes identified as E_2_ regulated by RNAseq. Significant difference from DMSO control represented by *** (*p* < 0.001) and * (*p* < 0.05) for b) *Csf2*. c) *Dhrs9*. d) *Dcn*. **e** Heat map of genes significantly regulated by E_2_ clustered by GO analysis for biological processes. Log2 Fold change shown for DMSO versus E_2_ and DMSO versus 4OHT

GO analysis of the upregulated genes in response to E_2_ identified a number of biological processes. 

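The 2 groups of the heat map in Fig. 4e list 34 genes under proliferation and 23 under anti-apoptosis, 54 distinct genes in all. Their names were read from the figure. *H19*, *Sema3a* and *Slit1* were too weakly expressed to be tested. *Ccnd2* and *Il6st* were each listed at an FPKM of exactly 0 in 1 sample, and *Mknk2* and *Wfs1* in 2 samples, so that the means of these 4 genes rest on those zeros. *Wfs1* is the largest case, with an FPKM of 0 in DMSO and E2 replicate 1, of 54.2 and 69.8 in DMSO replicates 2 and 3, and of 240 and 233 in E2 replicates 2 and 3. Its log2 fold change with E2 was 1.28 (standard error 2.36, adjusted p = 0.864 from limma with Benjamini-Hochberg adjustment), and it was -0.71 without DMSO replicate 1. With such zeros taken as missing, a setting chosen after the data were examined, it was 1.92.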

The heat map shown in Fig. 4e reflect changes in expression between DMSO versus E_2_ or 4OHT for the two most enriched biological processes. Regulation of proliferation was the largest group identified. 

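Of the 34 genes listed under proliferation, 33 were tested, of which 29 had a positive log2 fold change for E2 versus DMSO, all in each of the 3 replicate pairs, and 4 had a negative one, 3 of them in each pair. The other, *Il6st*, had a log2 fold change of -1.17 that rests on a listed 0, while its mean FPKM was 42.8 in DMSO and 55.4 in E2. The median log2 fold change was 0.66 with E2 and 0.09 with 4OHT, and the change with 4OHT was the smaller of the 2 in all 33 genes. An adjusted p under 0.05 was reached by 5 genes (*Adm*, *Atf3*, *Bnc1*, *Csf2* and *Nfkbia*) for E2 versus DMSO and by 0 genes for 4OHT versus DMSO, where 313 of all tested genes had an unadjusted p under 0.05 (limma with Benjamini-Hochberg adjustment). When the labels' replicate numbers entered as a block (mean correlation of same-numbered samples 0.16, and 0.69 without genes with an exact 0), 31 of the 33 genes passed for E2 and 0 for 4OHT. *Adm* had an FPKM of 6.62 in DMSO, 21.0 in E2 and 8.06 in 4OHT, and a log2 fold change with E2 of 1.53 (adjusted p = 0.0396). *Nfkbia* had a log2 fold change with E2 of 1.21 (adjusted p = 0.0344). *Adm* and *Nfkbia* each passed in 1 of the 9 fits that left out one sample.

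**Figure D3:**
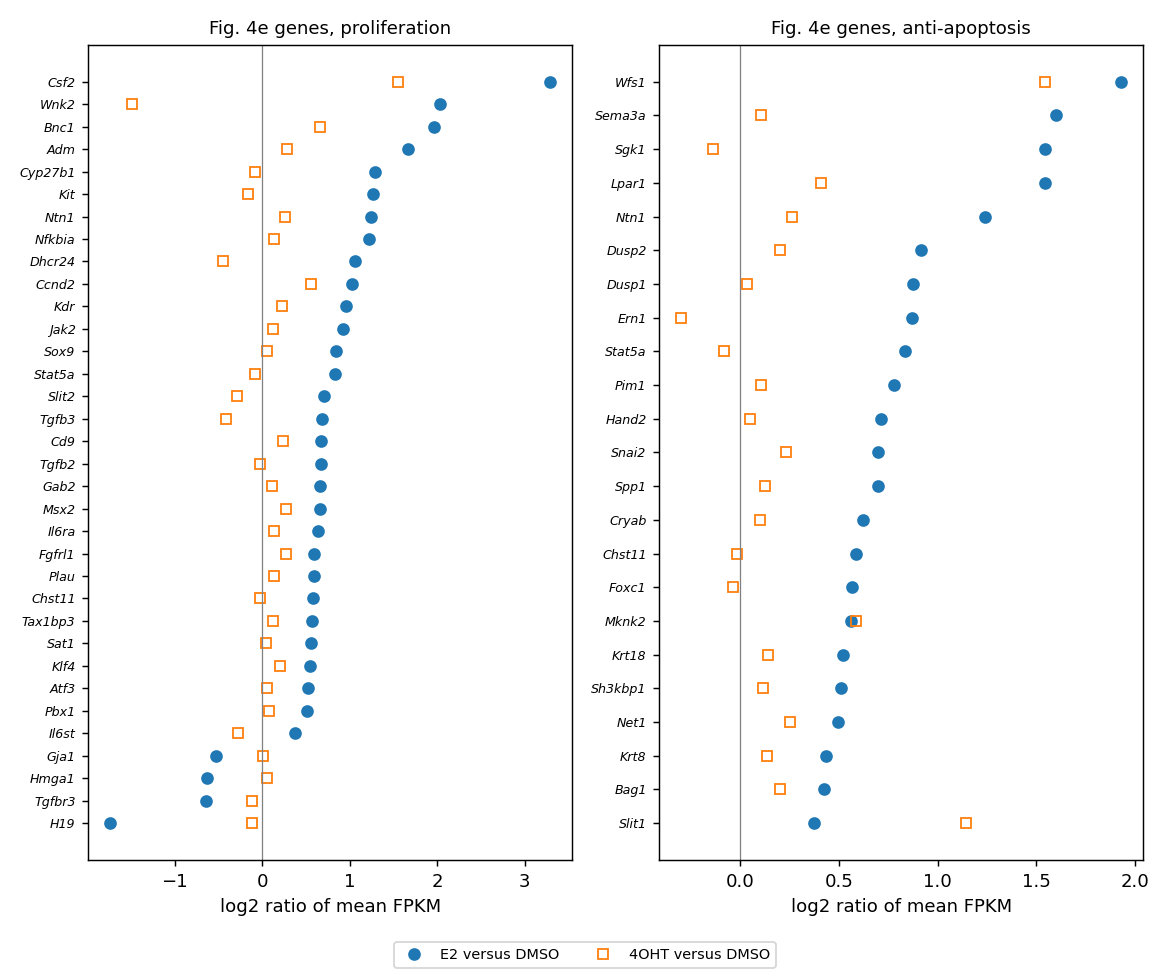
Log2 ratio of mean FPKM to DMSO, on the x axis, for each gene listed in Fig. 4e, with filled circles for E2 and open squares for 4OHT. Most open squares lie nearer to 0 than the filled circles, *Mknk2* and *Slit1* excepted, and the values of *Wfs1*, *Mknk2*, *Ccnd2* and *Il6st* include samples listed at 0.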

Regulation of apoptosis was the second highest group enriched. 

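Of the 23 genes listed under anti-apoptosis, 21 were tested, and all 21 had a positive log2 fold change for E2 versus DMSO, 19 of them in all 3 replicate pairs. The median log2 fold change was 0.63 with E2 and 0.14 with 4OHT, and the change with 4OHT was the smaller in 19 of the 21 genes, all but *Mknk2* and *Wfs1*, which include listed zeros. An adjusted p under 0.05 was reached by 3 genes (*Dusp2*, *Pim1* and *Sgk1*) for E2 and by 0 genes for 4OHT (limma with Benjamini-Hochberg adjustment), where 313 of all tested genes had an unadjusted p under 0.05. In the fit with a replicate block, whose pairing is taken from the labels (mean correlation of same-numbered samples 0.16, and 0.69 without genes with an exact 0), 19 genes passed for E2 and 0 for 4OHT. *Sgk1*, on chromosome 10 of mm10 from 21882184 to 21999903, had an FPKM of 40.8 ± 10.2 (SD, n = 3) in DMSO, 119 ± 5.67 (SD, n = 3) in E2 and 37.0 ± 1.37 (SD, n = 3) in 4OHT. With E2 its log2 fold change was 1.55 (standard error 0.15, adjusted p = 0.0104) and that of *Dusp2* was 0.88 (adjusted p = 0.0105). Both genes passed in 7 of the 9 fits that left out one sample.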

Other significantly enriched processes include response to steroid hormone stimulus, mammary gland epithelium development and calcium ion homeostasis.

### OVCA cell line receptor status

Estrogen only hormone replacement therapy and the number of lifetime ovulations are associated with OVCA [8] . The SKOV3 cell line is the most cited OVCA cell line [37]. Previous reports indicate that SKOV3 are not growth responsive to E_2_ due to expression of a truncated ERα [38]. While SKOV3 were responsive to E_2_ by a reporter assay containing an ERE-binding element fused to a luciferase gene (Fig. 5a), they were not at the endogenously regulated *PGR* gene by either qPCR or Western blot analysis (Figs. 5b, c). Another commonly used E_2_-responsive cell line in the OVCA literature, BG1, was reported to proliferate in response to estrogen, although a subset of studies using this cell line has subsequently been identified as MCF7 breast cancer cells [39]. Currently, neither cell type are genomically validated models of HGSC, thought to develop from fallopian tube cells [37] and highlight the need to explore additional cell models.

**Fig. 5:**
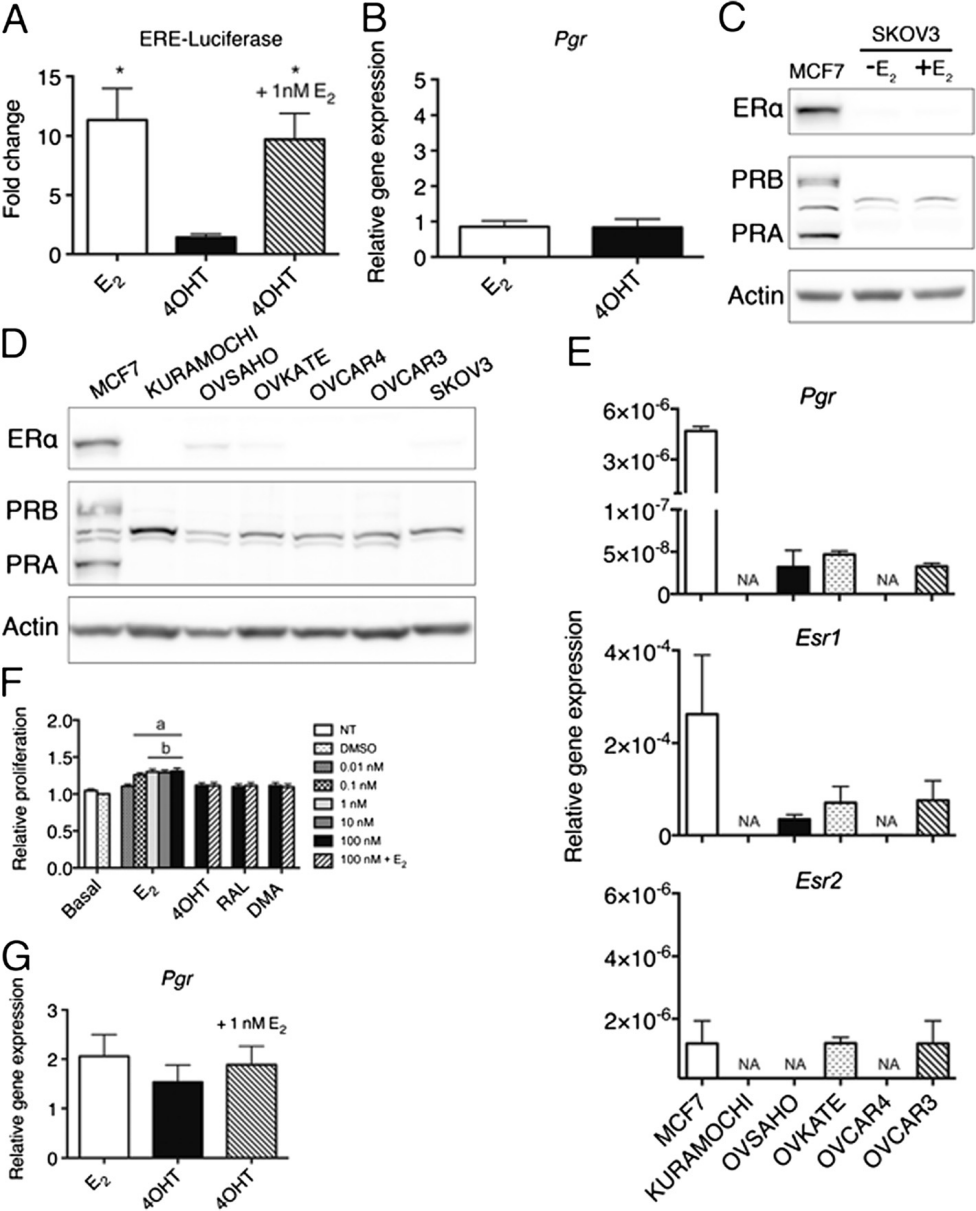
Estrogen signaling in ovarian cancer cell lines. **a** Luciferase reporter assay of SKOV3 cells transfected, hormone starved for 48 h and treated for 24 h with 1 nM E_2_ and or 100 nM 4OHT. ERE-luciferase activity was normalized for transfection efficiency to the betagal control signal. Significant difference from DMSO control denoted by * (*p* < 0.05). **b** qPCR analysis of *Pgr* mRNA levels in SKOV3 as described in **a**. **c** Western blot analysis of ERα and PR levels in SKOV3 cells as described in (**d**) Western blot analysis of ERα and PR status of a panel of HGSC cell lines with positive control MCF7 cells and the commonly used undifferentiated OVCA cell line SKOV3. OVSAHO, OVKATE and SKOV3 reveal low ERα expression, while none of the cell lines expressed detectable PR expression compared to MCF7. **e**-**g** qPCR analysis of *Esr1*, *Pgr* and *Esr2* mRNA levels in HGSC cell lines. **h** Relative growth of OVSAHO cells treated with 1 nM E_2_ or 100 nM SERMs for 7 days. Cells were grown as described in Fig. 3a except media was replenished after 72 h. Significant difference from untreated and DMSO treated cells represented by “a” (*p* < 0.01) and significant difference from SERM treated cells represented by “b” (*p* < 0.05) i) qPCR analysis of *Pgr* induction in response to E_2_ and 4OHT treatment in OVSAHO cells

We analyzed a number of representative and commercially available HGSC lines for the presence of the steroid hormone receptors ERα, PR, and ERβ. Molecular profiling of these cell lines predict OVSAHO, Kuramochi, OVCAR4 and OVKATE are likely, while OVCAR3 is possibly and SKOV3 is unlikely to be HGSC [37]. All OVCA cell lines tested expressed much less or no ERα and PR compared to the receptor positive breast cancer cell line MCF7 by both Western blot and RNA analyses (Fig. 5d-e). ERβ status was monitored for all samples by qPCR revealing minimally detectable amounts mRNA (Fig. 5e, a cell line expressing a plasmid encoding ERβ was used to validate the primers). The dearth of ER and PR receptors in OVCA cell lines is in contrast to the 60 % of ER positive tumors [13] and makes investigation into the role of estrogen in OVCA challenging.

Despite low levels of ERα and PR in the OVCA cell lines, one HGSC cell line, OVSAHO, which expressed ERα and PR was tested for E_2_ responsiveness. OVSAHO proliferation was significantly increased by E_2,_ but not SERMs, following a 7 day treatment, and the SERMs antagonized E_2_ dependent growth (Fig. 5f). Following 24-hour treatment, a mild albeit not significant induction was observed at the *PGR* gene in response to E_2_, 4OHT and E_2_ plus 4OHT (Fig. 5g). Therefore, despite the lower levels of receptors compared to MCF7 breast cancer cells, OVSAHO are an estrogen responsive cell model.

## Discussion

The epithelium of the fallopian tube is considered to be one of the origins of HGSC and estrogen replacement therapy impacts the risk of OVCA. This study characterized the agonist/antagonist function of SERMs in a normal murine model of fallopian tube epithelium, identified the genes regulated by estrogen signaling in this cell type to shed light on the subset of genes regulated by E_2_ in this cell type, and determined the E_2_ responsiveness of a panel of HGSC cell lines.

### SERMS antagonize E_2_ in MOE cells

Tamoxifen is a common treatment for receptor positive breast cancer, as well as given prophylactically for women at high risk for developing breast cancer [31]. Given the risk associated with Tamoxifen for the uterus, the response of Tamoxifen and other SERMs in the fallopian tube epithelium is highly important for clarifying the risks of using these drugs in women with intact fallopian tubes. Responses such as proliferation or migration has not been well documented in fallopian tube epithelium as compared to the response in the breast or uterine tissue, traditional hormone responsive tumor types [20]. Reports from our lab indicate that estrogen did not proliferate oviductal epithelium in FVB strains, or in organotypic cultures of the mouse, baboon, or human [20, 40]. Long term (at least 4 years) Tamoxifen treatment of women with breast cancer has been reported to increase tubal dysplasia [41]. The anti-estrogen effect reported here on isolated epithelial cell lines suggests the dysplastic effect of tamoxifen may not be due to proliferation, but rather the length of exposure, or a non transcriptional effects, such as DNA damage [42].

### RNAseq identifies targets of E_2_ signaling in MOE cells

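*Pgr*, which encodes the progesterone receptor and lies on chromosome 9 of mm10 from 8899833 to 8968611, had an FPKM of 4.03 ± 4.80 (SD, n = 3) in DMSO, 25.1 ± 11.6 (SD, n = 3) in E2 and 5.24 ± 3.88 (SD, n = 3) in 4OHT. For E2 versus DMSO the log2 fold change was 2.70 (standard error 0.68, adjusted p = 0.212 from limma with Benjamini-Hochberg adjustment). *Greb1*, on chromosome 12 from 16670615 to 16800886, had an FPKM of 6.39 ± 6.83 (SD, n = 3) in DMSO, 23.0 ± 10.3 (SD, n = 3) in E2 and 6.73 ± 5.61 (SD, n = 3) in 4OHT, and a log2 fold change with E2 of 2.00 (standard error 0.69, adjusted p = 0.357). Both genes were higher in E2 in all 3 replicate pairs, and neither passed in any of the 9 fits that left out one sample. With the replicate number as a block, a pairing taken from the labels (mean correlation of same-numbered samples 0.16, and 0.69 without genes with an exact 0), the adjusted p was 0.00253 for *Pgr* and 0.00525 for *Greb1*. *Csf2* rose with E2 by a log2 fold change of 2.23 (adjusted p = 0.0132) and *Dhrs9* by 2.64 (adjusted p = 0.0759, and 0.00181 with the block). *Nrip1*, on chromosome 16 from 76287400 to 76373827, had an FPKM of 11.1 ± 2.24 (SD, n = 3) in DMSO and 12.7 ± 3.59 (SD, n = 3) in E2. Its log2 fold change was 0.17 (standard error 0.20, adjusted p = 0.778, and 0.165 with the block), within the spread between replicates, although it was higher in E2 in all 3 pairs (log2 ratios 0.29, 0.22 and 0.04). Without E2 replicate 1, and with DMSO replicate 1 kept, the unpaired change was -0.02. *Tff1*, on chromosome 17 from 31161395 to 31165277, was listed at an FPKM of 0 in all 9 samples.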

Many E_2_ regulated genes in other normal and cancer cell types were also regulated in MOE cells including *Pgr*, *Greb1*, *Csf2*, and *Dhrs9* [43, 44], while other E_2_ regulated genes in MCF7 cells were not regulated (*Nrip1*) [35] or even expressed (*Tff1*) in MOE cells [45]. Interestingly, in contrast to MCF7 [45], the majority of differentially expressed genes were upregulated in MOE cells at the time point (24 h) probed. 

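Among the 58 genes with an adjusted p under 0.05 for E2 versus DMSO, 96.6% were higher in E2 (limma with Benjamini-Hochberg adjustment). When the labels' replicate numbers entered as a block (mean correlation of same-numbered samples 0.16, and 0.69 without genes with an exact 0), the share was 69.2% of 1702 genes. It was 63.4% of 2167 genes with the block and a correction for GC content and transcript length. With each sample left out in turn, without the block, the share ranged from 75% to 100%.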

Table 1 and 2 lists the most highly regulated genes in response to E_2_ in MOE cells, some of which are relatively uncharacterized. BPI fold containing family C gene (*Bpifc*), involved in lipid binding [46], demonstrated the largest induction in response to E_2_. 

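*Bpifc* lies on chromosome 10 of mm10 from 85959340 to 86011895. Its FPKM was 0.221 ± 0.298 (SD, n = 3) in DMSO, 3.67 ± 1.71 (SD, n = 3) in E2 and 0.0648 ± 0.0462 (SD, n = 3) in 4OHT. These values rest on approximately 7 to 76 reads in the DMSO samples, 324 to 643 in the E2 samples and 4 to 14 in the 4OHT samples. Its log2 ratio of mean FPKM between E2 and DMSO, 4.05, ranked 1 among the 11339 tested genes, and it was 3.30, 6.13 and 5.40 in replicates 1, 2 and 3. The log2 fold change on the log2(FPKM + 1) scale was 1.90 (standard error 0.26, adjusted p = 0.0305 from limma with Benjamini-Hochberg adjustment) and ranked 49 among the tested genes. Among the 58 genes with an adjusted p under 0.05 it ranked 3, and *Csf2* was the highest. In the fit with a replicate block, whose pairing is taken from the labels (mean correlation of same-numbered samples 0.16, and 0.69 without genes with an exact 0), the adjusted p was 0.00215. *Bpifc* remained among the tested genes in 6 of the fits that left out one sample, and it passed in 1 of them. Its log2 fold change was then between 1.80 and 2.09.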

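*Rmrp*, the RNA component of a mitochondrial RNA processing endonuclease, lies on chromosome 4 of mm10 near 43492788. Its FPKM was 9.58 ± 6.59 (SD, n = 3) in DMSO, 13.1 ± 4.46 (SD, n = 3) in E2 and 26.3 ± 28.2 (SD, n = 3) in 4OHT. In the 4OHT samples of replicates 1, 2 and 3 it was 10.2, 9.86 and 58.9, beside 17.2, 6.20 and 5.36 in the DMSO samples, so that it was higher in 4OHT in 2 of the 3 pairs. With 4OHT its log2 fold change was 1.04 (standard error 0.70, adjusted p = 1.00 from limma with Benjamini-Hochberg adjustment), which is within the spread between replicates. With the replicate number as a block, a pairing taken from the labels (mean correlation of same-numbered samples 0.16, and 0.69 without genes with an exact 0), the adjusted p was 0.491. Without 4OHT replicate 3 the log2 fold change was 0.23, and with replicates 1 and 2 only, a setting chosen after the data were examined, it was -0.05. *Rpph1*, another short noncoding RNA in Table S3, had an FPKM of 32.5 in 4OHT replicate 3 and between 6.38 and 6.44 in the other 4OHT samples, beside 7.41 ± 1.12 (SD, n = 3) in DMSO. It was higher in 4OHT in 1 of the 3 pairs. The annotated *Rmrp* transcript is 281 bp long, and its value rests on approximately 79 to 238 reads in the DMSO samples and 114 to 764 in the 4OHT samples. The libraries were made from RNA selected with oligo-dT for polyadenylated mRNA. How evenly short noncoding RNA such as *Rmrp* and *Rpph1* passed that selection in each sample was not tested, so their FPKM may not measure their abundance in the cells.

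**Figure D4:**
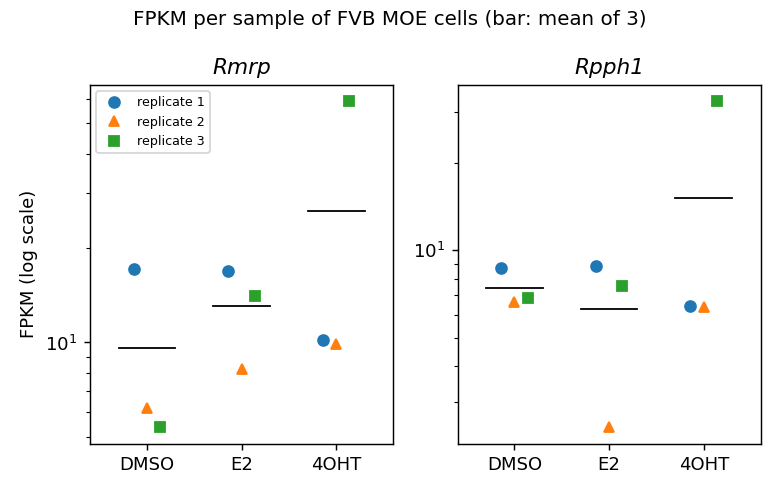
FPKM on a log axis of *Rmrp* and *Rpph1* in each sample by condition, with one symbol per replicate number and a bar at the mean of the 3 samples. In both genes 4OHT replicate 3, at 58.9 and 32.5, lies above all of the other samples.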

One gene specifically upregulated by 4OHT was the RNA component of mitochondrial processing endonuclease (*Rmrp)*, reported to be upregulated in 4OHT resistant as compared to 4OHT sensitive breast cancer cells [47]. The biological processes enriched in MOE cells included regulation of proliferation and apoptosis, response to hormone stimulus and calcium ion homeostasis. The RNAseq analysis identified genes responsible for both positive and negative regulation of proliferation, which may reconcile the lack of significant proliferative increase in the FVB MOE background. In the fallopian tube, calcium is required for sperm capacitation [48] and cilia beating [49], therefore E_2_ may regulate calcium levels in the fallopian tube as part of reproductive biology.

Comparison of the MOE E_2_ responsive genes and The Cancer Genome Atlas of ovarian cancer tumors identified a number of genes with significance in OVCA in common between the two groups [27, 50, 51]. 

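*Ccnd2* lies on chromosome 6 of mm10 from 127125162 to 127152193. Its FPKM in replicates 1, 2 and 3 was 66.5, 61.9 and 0 in DMSO, 93.1, 82.3 and 86.9 in E2, and 62.8, 61.5 and 64.4 in 4OHT. The exact 0 in DMSO replicate 3 sets its log2 fold change with E2, 2.45 (standard error 1.43, adjusted p = 0.595 from limma with Benjamini-Hochberg adjustment). When the labels' replicate numbers entered as a block (mean correlation of same-numbered samples 0.16, and 0.69 without genes with an exact 0), the adjusted p was 0.255. With exact zeros taken as missing, a setting chosen after the data were examined, the log2 fold change was 0.44 (adjusted p = 0.0466). In replicates 1 and 2 the log2 ratio of FPKM between E2 and DMSO was 0.49 and 0.41.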

For example, E_2_ increased expression of the cyclin dependent kinase 2 (*Ccnd2*) gene, which is altered (via amplification or mRNA upregulation) in 12 % of ovarian tumors, and has been shown to be upregulated in some OVCAs [52]. *Jak2*, and *Kit* were also upregulated in response to E_2_ and altered in 12 % and 8 % of ovarian tumors, respectively. 

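*Jak2*, on chromosome 19 of mm10 from 29251828 to 29313080, had an FPKM of 23.1 ± 6.48 (SD, n = 3) in DMSO, 43.9 ± 9.18 (SD, n = 3) in E2 and 25.3 ± 4.77 (SD, n = 3) in 4OHT. Its log2 fold change with E2 was 0.91 (standard error 0.22, adjusted p = 0.194 from limma with Benjamini-Hochberg adjustment). *Kit*, on chromosome 5 from 75574916 to 75656722, had an FPKM of 2.80 ± 3.09 (SD, n = 3) in DMSO, 6.73 ± 5.97 (SD, n = 3) in E2 and 2.50 ± 2.33 (SD, n = 3) in 4OHT, and a log2 fold change with E2 of 1.02 (standard error 0.75, adjusted p = 0.658). Both genes were higher in E2 in all 3 replicate pairs. In the fit with a replicate block, whose pairing is taken from the labels (mean correlation of same-numbered samples 0.16, and 0.69 without genes with an exact 0), the adjusted p was 8.36e-04 for *Jak2* and 0.0106 for *Kit*.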

The *St3gal1* gene, encoding a glycosyltransferase, was upregulated by E_2_ and altered (mostly amplified or showing mRNA upregulation) in 30 % of ovarian tumors. 

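*St3gal1* lies on chromosome 15 of mm10 from 67102875 to 67176830. Its FPKM was 26.5 ± 14.5 (SD, n = 3) in DMSO, 52.2 ± 16.1 (SD, n = 3) in E2 and 25.1 ± 8.27 (SD, n = 3) in 4OHT. With E2 its log2 fold change was 1.03 (standard error 0.38, adjusted p = 0.388 from limma with Benjamini-Hochberg adjustment), and it was 0.70, 1.32 and 1.17 as the log2 ratio of FPKM in replicates 1, 2 and 3. With the replicate number as a block, a pairing taken from the labels (mean correlation of same-numbered samples 0.16, and 0.69 without genes with an exact 0), the adjusted p was 0.00438.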

The significance of ST3Gal1 in OVCA is unknown, but has been linked to colon cancer [53]. Cyclin dependent kinase 1 (*Ccnd1*) was downregulated in response to E_2_ and altered in 8 % of ovarian tumors. 

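*Ccnd1* lies on chromosome 7 of mm10 from 144929931 to 144939925. Its FPKM was 191 ± 79.9 (SD, n = 3) in DMSO, 128 ± 40.2 (SD, n = 3) in E2 and 198 ± 66.3 (SD, n = 3) in 4OHT. For E2 versus DMSO the log2 fold change was -0.54 (standard error 0.39, adjusted p = 0.657 from limma with Benjamini-Hochberg adjustment). In replicates 1, 2 and 3 the log2 ratio of FPKM was -0.42, -0.76 and -0.45. When the labels' replicate numbers entered as a block (mean correlation of same-numbered samples 0.16, and 0.69 without genes with an exact 0), the adjusted p was 0.0117.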

Interestingly, CCND1 is overexpressed in cisplatin resistant testicular cancer and OVCA [54]. The overlap of genes regulated by E_2_ in MOE cells and alteration in OVCA provides a number of potential new targets for further investigation of E_2_ regulation in OVCA.

### Need for better E_2_ responsive models of HGSC

The most frequently used estrogen responsive OVCA cell lines are not ideal models of HGSC including SKOV3 and the NIEHs BG1 cells [38, 39]. Two other estrogen responsive OVCA cell lines, PEO1 and PEO4, have recently been reported as HGSC [55]. These cell lines proliferate in response to E_2_ in culture and xenografts and E_2_ increases risk of distant metastases [32, 33]. The HGSC cell lines investigated in this study express much less ER and PR receptors compared to the estrogen responsive MCF7. Nevertheless, the likely HGSC cell line OVSAHO proliferates in response to E_2_, but not SERMs. Further validation of other/more estrogen responsive HGSC cell lines is desperately needed to aid in understanding the role of estrogen in OVCA and whether ER expressing HGSC would respond to anti-estrogen therapy. By studying how the cancers and different progenitors, such as the oviductal or OSE, respond to estrogen may aid in the use of SERMs in tumors that express ER or help to uncover if long-term use of Tamoxifen could enhance dysplastic lesions in the fallopian tube.

## Conclusion

This study shows that the fallopian tube epithelia respond to E_2_ stimulation by regulating expression of a tissue-specific set of target genes. All SERMs tested inhibited E_2_-stimulated responses, showing SERMs are antagonistic action in the fallopian tube. Thus direct effects of E_2_ on the fallopian tube epithelium may play a role in the development of ovarian cancer.

## Ethics approval

Not Applicable.

## Consent for publication

Not applicable.

## Availability of data and material

The sequences and expression values reported in this paper have been deposited in the NCBI GEO database, Accession number GSE67207.

## Additional files

Additional file 1:
**Table S1.** Primers used in study. **Table S2.** RNAseq read counts. **Table S3.** Genes significantly up-regulated by 4OHT in MOE cells. **Table S4.** Genes significantly down-regulated by 4OHT in MOE cells. (DOC 78 kb) Additional file 2: Figure S1. E_2_ response in putative OVCA precursor cell types. a, b) Densitometry of ERα and PRA protein levels in response to 1 nM E_2_ treatment (relative to solvent control and normalized to actin) of FVB MOE and FVB MOEp53^R273H^ cells. c) qPCR analysis of *Pgr* induction in response to 24 h treatment with 1 nM E_2_ in FVB MOE and FVB MOEp53^R273H^ cells. d) FVB MOSE cells treated with an HDAC inhibitor (HD13) does not upregulate ERα or recover E_2_ responsiveness. Significant difference relative to DMSO control denoted by * (*p* < 0.05), ** (*p* < 0.01), and *** (*p* < 0.001). (TIF 150 kb) Additional file 3: Figure S2. FVB MOE response to E_2_ and SERMs. a, b) qPCR analysis of (a) *Pgr* and (b) *Greb1* induction in response to 48 h hormone starvation and 24 h treatment with solvent, 1 nM E_2_ or 100 nM SERMs. “a” indicates significant difference compared to all treatments. c) Relative growth of FVB MOE following 72-hour hormone starvation and 72-hour treatment with solvent, 1 nM E_2_, 100 nM SERMs and the combination as monitored by SRB assay. d) Relative migration of FVB MOE cells following 72-hour hormone starvation and 24-hour treatment with solvent, 1 nM E_2_ or 100 nM SERMs. Wound initiated at time of treatment. e) qPCR analysis of Nrip1 expression levels in CD1 and FVB MOE cells in response to 24 h treatment with DMSO or 1 nM E_2_.

## Abbreviation

DMA: desmethylarzoxifene
E_2_: Estrogen
ER: estrogen receptor
FTSEC: fallopian tube secretory epithelial cell
HGSC: high-grade serous ovarian cancer
MOE: murine oviductal epithelium
MOSE: murine ovarian surface epithelium
OSE: ovarian surface epithelium
OVCA: ovarian cancer
PR: progesterone receptor
RAL: raloxifene
SERMs: selective estrogen receptor modulators
4OHT: 4-hydroxytamoxifen

# Supplementary material for: Genome-wide transcriptional regulation of estrogen receptor targets in fallopian tube cells and the role of selective estrogen receptor modulators
**Source:** J Ovarian Res. 2016 Feb 15;9:5. doi: 10.1186/s13048-016-0213-3
**Supplement:** Additional file 1: — Table S1. Primers used in study. Table S2. RNAseq read counts. Table S3. Genes significantly up-regulated by 4OHT in MOE cells. Table S4. Genes significantly down-regulated by 4OHT in MOE cells.

**Tables**

| Supplemental Table 1: Primers used in study | | | |
| --- | --- | --- | --- |
| Gene (mouse) | Forward Primer | Reverse Primer |  |
| *18S* | TCAACTTTCGATGGTAGTCGCCGT | TCCTTGGATGTGGTAGCCGTTTCT |  |
| *Bcas1* | AGATACTCCCACCGACTTAC | CATTGTCTGACGTCACCTT |  |
| *Csf2* | AAGATATTCGAGCAGGGTCTA | AGTCCGTTTCCGGAGTT |  |
| *Dcn* | CTGGCCAATGTTCCTCATC | GGTAGACGACCTGGATATACTT |  |
| *Dhrs9* | CCTAAGGCGGGATATGAAAG | TCAGTTGTCTTGATTGGATCTG |  |
| *Greb1* | ATGCCCTGCTTGGTTTC | CTTGAGGTGCTTCTGTTTCT |  |
| *Nrip1* | CTTCCTTTCCCACATAGCAG | GCAACTTCCTTAGCACAGC |  |
| *Pgr* | TCTACCCGCCATACCTTAAC | CCTTCCATTGCCCTCTTAAAG |  |
| Gene (human) |  |  |  |
| *18S* | GCTTGCGTTGATTAAGTCCC | GCCTCACTAAACCATCCAATC |  |
| *ESR1* | TCCTACCAGACCCTTCAGTG | GGTCAAATCCACAAAGCCTG |  |
| *ESR2* | CCTTACCTGTAAACAGAGAGAC | CTTTGAACCTGGACCAGTAA |  |
| *PGR* | TTTAAGAGGGCAATGGAAGG | CGGATTTTATCAACGATGCAG |  |

| *Supplemental Table 2: RNAseq read counts* | | | | |
| --- | --- | --- | --- | --- |
| Sample | Treatment | Initial Reads | rRNA Removal | Trimming Adapters |
| GH1 | DMSO | 50,305,520 | 49,267,348 | 49,265,743 |
| GH2 | E2 | 43,585,248 | 42,673,119 | 42,672,069 |
| GH3 | 4OHT | 45,846,656 | 45,032,785 | 45,031,940 |
| GH4 | DMSO | 60,505,583 | 59,473,164 | 59,471,821 |
| GH5 | E2 | 48,832,405 | 48,044,924 | 48,042,237 |
| GH6 | 4OHT | 41,812,551 | 41,116,107 | 41,115,150 |
| GH7 | DMSO | 53,509,644 | 52,600,499 | 52,598,451 |
| GH8 | E2 | 54,747,034 | 53,816,236 | 53,814,207 |
| GH9 | 4OHT | 47,365,720 | 46,221,316 | 46,220,162 |

| Supplemental Table 3: Genes significantly up-regulated by 4OHT in MOE cells | | | |
| --- | --- | --- | --- |
| Gene | Description | Log2 Fold Change | FDR adjusted p-value |
| *Csf2* | colony stimulating factor 2 (granulocyte-macrophage) | 1.55 | 0.01 |
| *Rmrp* | RNA component of mitochondrial RNAase P | 1.30 | 0.01 |
| *Rpph1* | ribonuclease P RNA component H1 | 1.04 | 0.05 |
| *Padi2* | peptidyl arginine deiminase, type II | 1.02 | 0.01 |
| *Tmem20* | solute carrier family 35, member G1 | 0.72 | 0.01 |
| *Padi1* | peptidyl arginine deiminase, type I | 0.65 | 0.01 |
| *Hsd17b11* | hydroxysteroid (17-beta) dehydrogenase 11 | 0.52 | 0.03 |

| Supplemental Table 4: Genes significantly down-regulated by 4OHT in MOE cells | | | |
| --- | --- | --- | --- |
| Gene | Description | Log2 Fold Change | FDR adjusted  p-value |
| *Spaca6* | sperm acrosome associated 6 | -1.58 | 0.005 |
| *Gbp9* | guanylate-binding protein 9 | -1.56 | 0.005 |
| *Wnk2* | WNK lysine deficient protein kinase 2 | -1.55 | 0.005 |
| *B3gnt8* | UDP-GlcNAc:betaGal beta-1,3-N-acetylglucosaminyltransferase 8 | -1.33 | 0.005 |
| *Dhrs9* | dehydrogenase/reductase (SDR family) member 9 | -1.24 | 0.005 |
| *Adamts16* | a disintegrin-like and metallopeptidase (reprolysin type) with thrombospondin type 1 motif, 16 | -1.09 | 0.005 |
| *Sema3g* | sema domain, immunoglobulin domain (Ig), short basic domain, secreted, (semaphorin) 3G | -0.95 | 0.022 |
| *BC005561,*  *D930016D06Rik* | RIKEN cDNA D930016D06 gene | -0.61 | 0.045 |
| *Mylk* | myosin, light polypeptide kinase | -0.55 | 0.042 |
| *Dhcr24* | 24-dehydrocholesterol reductase | -0.48 | 0.025 |
| *Kcnq1ot1* | KCNQ1 overlapping transcript 1 | -0.47 | 0.032 |
| *Fat1* | FAT tumor suppressor homolog 1 (Drosophila) | -0.45 | 0.042 |
| *Neat1* | nuclear paraspeckle assembly transcript 1 (non-protein coding) | -0.44 | 0.035 |
| *Lrp2* | low density lipoprotein receptor-related protein 2 | -0.44 | 0.042 |
| *Spaca6* | sperm acrosome associated 6 | -1.58 | 0.005 |

**Supplemental References**

1. Collins F, MacPherson S, Brown P, Bombail V, Williams AR, Anderson RA, Jabbour HN, Saunders PT. Expression of oestrogen receptors, ERalpha, ERbeta, and ERbeta variants, in endometrial cancers and evidence that prostaglandin F may play a role in regulating expression of ERalpha. BMC Cancer 2009; 9:330.

How the deposited data were processed for this re-analysis (not part of the article)

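RNA was sequenced from FVB MOE cells after 48 h of hormone starvation and 24 h with 0.1% DMSO, 1 nM E2 or 100 nM 4OHT, in 3 samples per condition. The condition and the replicate number of each sample were taken from its label. The authors trimmed the reads, aligned them to mm10 with TopHat and computed FPKM for known genes with Cufflinks from a UCSC annotation, and these FPKM are the deposited values. The paper names cuffdiff with an FDR of 0.05 for its own test. Whether a further scaling between libraries entered the deposited FPKM is not stated in the paper's text. The table holds 23332 gene rows. Of these, 362 symbols stand in several rows and 293 rows carry joined names, and both were kept as separate rows.

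The design fixed before the data were examined named edgeR's quasi-likelihood test for counts and, for normalized values, limma on log2 of the value plus 1. Because the values are FPKM, edgeR was not used and this fallback became the test. Genes with an FPKM of at least 1 in at least 3 samples were tested, 11339 in all. The log2(FPKM + 1) values of all 9 samples entered one fit with one coefficient per condition, and the contrasts E2 versus DMSO, 4OHT versus DMSO and E2 versus 4OHT were tested with limma's moderated statistic with a trend, with Benjamini-Hochberg adjustment within each contrast and a threshold of an adjusted p under 0.05. The prior degrees of freedom were 1.91. The same fit with the replicate number as a block, a pairing taken from the labels, is given beside it. The pairing was checked by the correlation of the samples' deviations from their condition means, whose mean was 0.16 for same-numbered samples, and 0.69 over the 11094 tested genes without an exact 0. The means for differently numbered samples, -0.08 and -0.33, follow from these, since the deviations of 3 samples from their mean sum to 0. On simulated data with 200 genes changed by 1.5 on the log2 scale, 190 were found without the block and 195 with it. These changes lay in better expressed genes, were larger than most of those called in the real data, and came with replicate effects built in. They do not show how many smaller changes are missed, and they do not test the pairing. The design also named an exact permutation of 3 against 3 samples as a description of single genes, which was not run, since its smallest two-sided p is 0.1.

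The log2 ratio of mean FPKM, with nothing added, is printed beside the paper's tables. It was chosen for this comparison after the data were examined, when it was seen to lie closer to the paper's listed values than the log2 fold changes of the fit, which are smaller for weakly expressed genes. For *Bpifc* the values are 4.05 and 1.90.

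Exact zeros were kept as values. The reads after trimming were taken from the paper's Table S2, 41.1 to 59.5 M per sample, and approximate reads per gene were computed from FPKM, transcript length and these totals, so that the counting precision of single genes is known only approximately. Coordinates, transcript lengths and GC content came from the GENCODE annotation and sequence of GRCm38, the assembly that mm10 names, and 98.1% of the gene rows had a length.

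The rule for the genes named, fixed with the design, was: every gene the paper names for its RNAseq, the estrogen receptor genes, up to 5 genes in each direction per contrast with the largest change among those past the threshold with the same direction in all 3 replicate pairs and not named by the paper, and the cell type markers. Which of the paper's own genes received full statistics, such as *Sgk1*, *Adm*, *Nfkbia*, *Dusp2*, *Wfs1* and *Padi2*, was decided after the fit had been seen.

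The alternatives were a pseudocount of 0.1, no filter on low values, upper-quartile normalization, fits on only the 6 samples compared, the block with and without a correction for GC content and transcript length, each sample left out in turn, an adjusted p under 0.01, and an absolute log2 fold change of at least 1. Added after the data were examined were exact zeros as missing, with and without the block, equal FPKM totals, and each pair of replicates alone. Alternatives that need counts were not run. The software was R 4.3.3 with limma 3.58.1 and Python 3.11.15. The qPCR, Western blot, growth and migration data and the GO enrichment were not analysed here.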

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

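The replicate block, the GC and length correction, upper-quartile normalization and the left-out samples were settings fixed before the data were examined. Their use as tests of these results was decided after the results had been seen. The equal FPKM totals and the ratio of the paralogs were also chosen after that. The results are the genes outside those the paper names that had the largest changes past the threshold. The rule for choosing them was part of the design, and it gave 11 results for 9 genes, all of which are reported here. That genes chosen as the largest pass the threshold is no test in itself.

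Higher in E2 than in DMSO were *Ceacam1* (log2 fold change 1.70, adjusted p = 0.0236), *Lpl* (1.51, 0.0487), *Krt7* (1.45, 0.0476), *Slco4a1* (1.42, 0.00487) and *Fos* (1.28, 0.0422), and *Lmcd1* was lower (-0.56, 0.0444). Higher in E2 than in 4OHT were *Ceacam1* (1.76, 0.0390), *Ceacam2* (1.16, 0.0296), *Npr2* (1.05, 0.0166), *Slco4a1* (1.01, 0.0296) and *Ghr* (0.68, 0.0296). Each had its direction in all 3 replicate pairs, and the adjusted p-values are limma's with Benjamini-Hochberg adjustment. In the fit with the replicate block the adjusted p-values were from 2.62e-04 to 0.00910. Removal of the trend with GC content and transcript length in that fit left them from 3.47e-04 to 0.00494, so that 11 of the 11 results had an adjusted p under 0.05 before and after, and it moved the log2 fold changes by at most 0.046, against sizes of 0.56 and more. Under upper-quartile normalization, without the block, 9 of the 11 kept an adjusted p under 0.05, and *Lpl* and *Krt7*, close to the threshold before, had an adjusted p of 0.0528. No log2 fold change moved by more than 0.016. With equal FPKM totals, a scaling chosen after the data were examined, 8 of the 11 kept it, *Lpl* and *Krt7* had an adjusted p of 0.0928 and *Fos* of 0.0781, and no log2 fold change moved by more than 0.035. With one sample left out at a time, the direction was kept in all fits, and an adjusted p under 0.05 for E2 versus DMSO was kept in 9 of the 9 fits for *Slco4a1*, in 2 for *Ceacam1*, in 1 each for *Lpl*, *Krt7* and *Lmcd1* and in 0 for *Fos*. For E2 versus 4OHT it was kept in 4 of the 9 fits for *Npr2*, in 2 each for *Ceacam1*, *Slco4a1* and *Ghr*, and in 2 of 6 for *Ceacam2*.

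*Ceacam1* and *Ceacam2* are neighbouring paralogs, and the SD of the log2 ratio of *Ceacam2* to *Ceacam1* over the 9 samples was 0.148. A ratio this steady is what reads shared between the paralogs would give, but 2 genes that respond alike would give it too, so the 2 results may be 1. Depth differs between the conditions, and batches beyond the replicate number and RNA from other cells were not tested. A response to E2 is a hypothesis for these genes. The calls of *Lpl*, *Krt7* and *Fos* depend on the scaling. The other 8 results kept theirs under both scalings.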

How the results depend on the processing

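The counts are for an adjusted p under 0.05 from limma with Benjamini-Hochberg adjustment: 58 genes for E2 versus DMSO, 0 for 4OHT versus DMSO (313 at an unadjusted p under 0.05), 18 for E2 versus 4OHT and 17 shared by the E2 contrasts, with 5 proliferation and 3 anti-apoptosis genes of Fig. 4e. The settings of the next 3 paragraphs were set before the data were examined. The causes of the changes were not tested.

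With a pseudocount of 0.1, 10 genes passed for E2 versus 4OHT and 10 were shared. With no filter on low values, 32 genes passed for E2 versus DMSO, 9 for E2 versus 4OHT and 7 were shared, the median 4OHT response of the E2-induced genes was 0.172, and 3 proliferation genes passed. With only the 6 samples compared, 8 genes passed for E2 versus DMSO, 3 for 4OHT versus DMSO (all 3 4OHT-specific) and 8 for E2 versus 4OHT, 2 were shared, the median 4OHT response was 0.387, 87.5% of the E2-regulated genes rose, and 1 proliferation and 0 anti-apoptosis genes passed. With an adjusted p under 0.01, 6 genes passed for E2 versus DMSO, 0 for E2 versus 4OHT (1307 at an unadjusted p under 0.05) and 0 were shared, the median 4OHT response was 0.336, 100% of the genes rose and 0 genes of either Fig. 4e group passed. With an absolute log2 fold change of at least 1, 16 genes passed for E2 versus DMSO and 7 for E2 versus 4OHT, 6 were shared, the median 4OHT response was 0.167, 100% rose and 1 anti-apoptosis gene passed. Upper-quartile normalization left each of these counts within 1.5 times its value.

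With the replicate block, taken from the labels, 1702 genes passed for E2 versus DMSO, 1840 for E2 versus 4OHT and 1171 were shared. The median 4OHT response was 0.061, 69.15% of the genes rose, and 31 proliferation and 19 anti-apoptosis genes passed. With the block and the GC and length correction these values were 2167, 2038, 1481, 0.043, 63.36%, 31 and 19. For 4OHT versus DMSO the count stayed at 0 in both (1480 and 1294 at an unadjusted p under 0.05).

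Across the 9 fits that each left out one sample, from 8 to 50 genes passed for E2 versus DMSO, from 0 to 2 for 4OHT versus DMSO, from 0 to 23 for E2 versus 4OHT, and from 0 to 22 were shared. The median 4OHT response was from 0.148 to 0.407, the share that rose from 75% to 100%, the proliferation genes from 0 to 4 and the anti-apoptosis genes from 0 to 4. The log2 fold change changed sign in some of these fits: for E2 versus DMSO it was from -0.02155 to 0.3517 for *Nrip1* and from -0.7063 to 3.913 for *Wfs1*, and for 4OHT versus DMSO from -0.8234 to 0.0297 for *Dhrs9*, from -0.1961 to 1.114 for *Dcn*, from -0.3336 to 0.9371 for *Greb1*, from -0.2703 to 0.01999 for *Bpifc*, from -0.1748 to 0.9178 for *Rpph1*, from -0.8814 to 0.08161 for *Wnk2* and from -0.4553 to 0.1717 for *Esr1*. *Bpifc*, *Adamts16* and *Ceacam2* were tested in 6 of the 9 fits.

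The following settings were chosen after the data were examined. With exact zeros as missing, 39 genes passed for E2 versus 4OHT and 34 were shared. With exact zeros as missing and the replicate block, 2122 genes passed for E2 versus DMSO, 7 for 4OHT versus DMSO and 2502 for E2 versus 4OHT, 1488 were shared, the median 4OHT response was 0.059, 64.75% rose, and 33 proliferation and 21 anti-apoptosis genes passed for E2 and 2 genes of Fig. 4e for 4OHT. With equal FPKM totals, 33 genes passed for E2 versus DMSO. With replicates 2 and 3 only, 108 genes passed for E2 versus DMSO, 3 for 4OHT versus DMSO and 48 for E2 versus 4OHT, 46 were shared, the median 4OHT response was 0.199, and 9 proliferation and 9 anti-apoptosis genes passed. With replicates 1 and 3 only, these were 3, 3, 2 and 1, with 66.67% rising, and 0 and 0 genes of Fig. 4e. The median 4OHT response of 5.002 was over only 2 genes that rose with E2, whose median E2 response was 5.088. With replicates 1 and 2 only, the counts were 11, 6, 4 and 4, with 54.55% rising, and 0 and 0 genes of Fig. 4e. The median 4OHT response of 5.566 was over 6 genes, whose median E2 response was 5.673. Medians over so few genes do not describe the 4OHT response of the E2-induced genes of the main fit. With replicates 1 and 2 only, the log2 fold change with 4OHT was -0.05174 for *Rmrp* and -0.2181 for *Rpph1*.

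For the log2 fold changes of single genes, the alternatives set with the design gave 609 results with the same direction and side of the threshold, 146 that lost the threshold, 30 that gained it and 16 that changed direction. Those chosen later gave 201, 41, 29 and 2. Of the log2 ratios of mean FPKM, which have no test, 410 stayed within the replicate SD under the alternatives set with the design and 88 moved by more. Of the 15 genes of Table 1, 6 had an FPKM below the filter and were not tested. How far depth limits single genes was not tested. Settings that need counts (other normalizations of counts, a filter on counts, thinning of reads) were not run, since FPKM are not counts.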

Differences from the paper's values

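For E2 versus DMSO the paper states 314 differentially expressed genes, 287 upregulated and 28 downregulated, and the test here gave 58, 56 and 2 (limma with Benjamini-Hochberg adjustment). For E2 versus 4OHT the paper states 274 genes and the test here gave 18. None of the alternatives set before the data were examined closed these gaps. Without the replicate block they gave from 6 to 50 genes for E2 versus DMSO and from 0 to 23 for E2 versus 4OHT, and with it 1702 and 1840, or 2167 and 2038 with the GC and length correction. The paper states 4 4OHT-specific genes and 0 were found here (313 genes had an unadjusted p under 0.05 for 4OHT versus DMSO). With only the 6 samples compared there were 3, within 1.5 times the paper's count (the genes behind the 2 counts were not compared), and all other alternatives set before the data were examined gave 0.

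For 4OHT versus DMSO Fig. 4a shows about 20 genes, read by eye, against 0 here. For the genes shared by the E2 contrasts it shows about 220, read by eye, against 17 here. For neither did an alternative set before the data were examined close the gap: they gave between 0 and 3 for the first, and between 0 and 22 or, with the block, 1171 and 1481 for the second.

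For *Fat1* the paper's Table S4 gives a log2 change with 4OHT of -0.45, and the log2 ratio of mean FPKM here was 0.02791, with a listed 0 in DMSO replicate 2. Without DMSO replicate 2, the nearest of the alternatives set before the data were examined, it was -0.56. That differs from the paper's value by more than the spread between the replicates, and so did the values under all others. With replicates 1 and 3 only, a setting chosen after seeing the values, the log2 ratio for *Fat1* was -0.41, which is within the replicate spread of the paper's value, and with exact zeros as missing, also chosen after seeing the values, it was -0.56. For *Lrp2* the paper's Table S4 gives -0.44 and the log2 ratio here was -0.7686, which rests on 1 DMSO and 1 4OHT sample from different replicates, since the others were listed at 0. No replicate spread could be computed for it, and none of the alternatives set before the data were examined closed the gap (-1.35 to -0.18). The log2 ratio of mean FPKM was chosen as the measure for the paper's tables after the data were examined, and for the other genes of Tables 1, 2, S3 and S4 that were analysed here it did not differ from the paper's value by more than the spread between replicates. The log2 fold changes of the fit were smaller for weakly expressed genes.

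The paper lists *Rmrp* as upregulated by 4OHT, and here its log2 fold change was 1.04 with an adjusted p of 1.00 and it was higher in 2 of 3 replicate pairs. The paper names *Pgr*, *Greb1*, *Dhrs9*, *Ccnd2*, *Jak2*, *Kit* and *St3gal1* as raised and *Ccnd1* as lowered by E2. The directions here were the same, but in the fit of all 9 samples without the replicate block none of these 8 genes had an adjusted p under 0.05, and with the block all but *Ccnd2* did. *Dhrs9* also passed without DMSO replicate 1 (adjusted p = 0.0273). In settings chosen after seeing the values, *Ccnd2* (0.0466) and *Dhrs9* (0.0496) passed with exact zeros as missing, and all 8 passed with exact zeros as missing and the replicate block. With replicates 2 and 3 only, also chosen after seeing the values, *Pgr* (0.00739), *Greb1* (0.0112), *Jak2* (0.0115) and *St3gal1* (0.0250) passed. The paper gives *Bpifc* as the largest induction. It ranked 1 by the log2 ratio of mean FPKM and 49 by the log2 fold change of the fit.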

Other observations

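Of the tests in this part, the fit of *Esr1* was part of the design. Those of other splits of the samples and of short noncoding RNA were chosen before their results were seen, and all others after.

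The real split of the 6 samples of each contrast was compared only with splits that also part all 3 same-numbered pairs, which makes 4 splits with the real one included. For E2 versus DMSO 1 of the 4 gave as many genes, the real split itself, both without the block (58 genes, the next largest 3) and with it (1702, the next largest 3). For E2 versus 4OHT 1 of the 4 did so too, without the block (18, the next largest 1) and with it (1840, the next largest 1). For 4OHT versus DMSO 4 of the 4 gave at least the 0 genes of the real split, without and with the block. At an unadjusted p under 0.05 the real split of that contrast gave 313 genes against at most 63 in the others, and with the block 1480 against 311. The other 6 splits of each contrast part fewer pairs and keep replicate 1 samples together more often, and they gave up to 1734 genes at an unadjusted p under 0.05 for 4OHT versus DMSO. For E2 versus DMSO without the block they gave up to 1569 such genes, more than the 1237 of the real split. With the block they gave at most 830 against 3731. For E2 versus 4OHT without the block they gave at most 1114 against 1307. A design of 4 splits that part all 3 pairs cannot give a share under 0.05.

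Genes induced by E2 were higher in replicate 1 than in replicates 2 and 3 in all 3 conditions. The 100 genes with the largest E2 response in replicates 2 and 3 were higher in the DMSO sample of replicate 1 than in the DMSO samples of replicates 2 and 3 by a median of 0.904 on the log2 scale (94 of 100 genes). This value is biased upward, since genes chosen for a high E2 to DMSO ratio in replicates 2 and 3 are chosen for low DMSO values there. The 4OHT samples had no part in the choice, and the 4OHT sample of replicate 1 was higher by a median of 0.579, which goes against RNA from the E2 culture in the DMSO sample alone. The E2 sample of replicate 1 was higher by a median of 0.611, a value that the choice of genes biases downward. Lists of 100 genes matched on expression moved by a median of -0.01, which goes against scaling. The trend with GC content and length was at most 0.181 in size for any of the 100 genes, too small to give the rise, and after its removal the rise was 0.925. Across 10361 genes outside the E2-induced ones, the differences of replicate 1 in the 3 conditions were correlated by at least 0.696 (genes are not independent replicates), consistent with a culture state that goes with the replicate number. In replicate 1 the median log2 ratio of 4OHT to DMSO at the 100 genes was -0.089 (42 of 100 higher, against -0.011 to 0.045 for matched lists), a small fall next to the rise of 0.579 in the 4OHT sample. Such a fall has the direction that residual estrogen in the replicate 1 cultures would give if 4OHT opposed it. A full block by 4OHT would also have removed the rise in the 4OHT sample, where 0.579 remained. The paper reports from qPCR that 100 nM SERMs antagonized 1 nM E2 at *Pgr* and *Greb1*. Whether the block was full in this 1 sample was not tested. The rise of 0.611 with 1 nM E2 present would go against residual estrogen only if that dose already gave the full response. Other doses were not tested, so residual estrogen remains open. A culture state common to the 3 conditions also remains as a hypothesis, and no biological reason for it was tested. The condition and the replicate are crossed, so the block removes the common part of this difference.

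E2-induced genes chosen without the replicate measured were slightly higher in 4OHT than in DMSO in replicates 2 and 3, but not in replicate 1. The 56 genes that rose with E2 in the fit were higher in replicate 1 too (median 0.078, 43 of 56). Those genes were chosen on the same DMSO samples. With 100 genes chosen in the other 2 replicates, the median log2 ratio of 4OHT to DMSO was -0.089, 0.221 and 0.141 in replicates 1, 2 and 3, at the percentiles 0, 100 and 100 of 10000 matched lists, where E2 gave 1.006, 1.323 and 1.145. The lowest percentile was 0. The DMSO sample of the replicate measured had no part in the choice of genes, so that choosing genes on it does not give the rise in replicates 2 and 3. In replicate 1 the 100 genes fell instead (42 of 100 higher), the same value that is discussed with residual estrogen above.

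*Rmrp* and *Rpph1* were high in 4OHT replicate 3 alone. Higher values in 4OHT than in DMSO were seen in 2 of 3 replicate pairs for *Rmrp* and in 1 of 3 for *Rpph1*. Since the pattern itself is that 1 sample is high alone, this count cannot tell whether 4OHT induced the genes. A test was made on 77 other genes of short noncoding RNA (snoRNA, scaRNA, snRNA and miRNA) with an FPKM above 0 in every sample. *Snord11* and *Snord37* were also left out of this set by name. Of the 77 genes, 10.39% were highest in that sample, where 11.11% is expected at random. Their median log2 ratio to the other samples, 0.08, was at the percentile 100 of matched lists. The 2 parts of this test pointed different ways, and the decision to leave it open was made after seeing that, so a difference in short RNA between libraries remains possible.

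Exact zeros stood in 266 genes with a median nonzero FPKM of at least 5, 884 values in all and 80 to 109 per sample. Of the 22 genes with 3 zeros, 0% had them in one condition, where 3.57% is expected at random (under 1 gene), so that loss of expression in a condition was not seen in these 22 genes. The other genes with zeros were not tested for it. In the top 5% of tested genes by approximate reads were 16.03% of the genes with zeros, more than the 5% of all tested genes. Most of the genes with zeros lie below it. The number of reads at which the quantification would skip a locus is not known here. This test therefore cannot tell how many of the zeros come from skipping of loci with too many reads.

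*Esr1* had an FPKM of 8.11 ± 3.68 (SD, n = 3) in DMSO, 11.3 ± 4.36 (SD, n = 3) in E2 and 7.28 ± 3.38 (SD, n = 3) in 4OHT. Its log2 fold change with E2 was 0.45 (standard error 0.37, adjusted p = 0.690, and 0.00424 with the replicate block, limma with Benjamini-Hochberg adjustment), higher in 3 of 3 pairs. *Esr2* was at 0.110 in DMSO and was not tested, and *Gper1* was not analysed here. Of the marker genes, the FPKM in DMSO was 119 for *Pax8*, 162 for *Msln*, 2.24 for *Ovgp1*, 14.9 for *Foxj1*, 406 for *Krt8*, 0.0318 for *Epcam*, 0.305 for *Cdh1* and 1731 for *Vim*.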
